# Transcription and chromatin determinants of de novo DNA methylation timing in oocytes

**DOI:** 10.1186/s13072-017-0133-5

**Published:** 2017-05-12

**Authors:** Lenka Gahurova, Shin-ichi Tomizawa, Sébastien A. Smallwood, Kathleen R. Stewart-Morgan, Heba Saadeh, Jeesun Kim, Simon R. Andrews, Taiping Chen, Gavin Kelsey

**Keywords:** Oocytes, DNA methylation, Histone modifications, Transcription, Imprinting

## Abstract

**Background:**

Gametogenesis in mammals entails profound re-patterning of the epigenome. In the female germline, DNA methylation is acquired late in oogenesis from an essentially unmethylated baseline and is established largely as a consequence of transcription events. Molecular and functional studies have shown that imprinted genes become methylated at different times during oocyte growth; however, little is known about the kinetics of methylation gain genome wide and the reasons for asynchrony in methylation at imprinted loci.

**Results:**

Given the predominant role of transcription, we sought to investigate whether transcription timing is rate limiting for de novo methylation and determines the asynchrony of methylation events. Therefore, we generated genome-wide methylation and transcriptome maps of size-selected, growing oocytes to capture the onset and progression of methylation. We find that most sequence elements, including most classes of transposable elements, acquire methylation at similar rates overall. However, methylation of CpG islands (CGIs) is delayed compared with the genome average and there are reproducible differences amongst CGIs in onset of methylation. Although more highly transcribed genes acquire methylation earlier, the major transitions in the oocyte transcriptome occur well before the de novo methylation phase, indicating that transcription is generally not rate limiting in conferring permissiveness to DNA methylation. Instead, CGI methylation timing negatively correlates with enrichment for histone 3 lysine 4 (H3K4) methylation and dependence on the H3K4 demethylases KDM1A and KDM1B, implicating chromatin remodelling as a major determinant of methylation timing. We also identified differential enrichment of transcription factor binding motifs in CGIs acquiring methylation early or late in oocyte growth. By combining these parameters into multiple regression models, we were able to account for about a fifth of the variation in methylation timing of CGIs. Finally, we show that establishment of non-CpG methylation, which is prevalent in fully grown oocytes, and methylation over non-transcribed regions, are later events in oogenesis.

**Conclusions:**

These results do not support a major role for transcriptional transitions in the time of onset of DNA methylation in the oocyte, but suggest a model in which sequences least dependent on chromatin remodelling are the earliest to become permissive for methylation.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13072-017-0133-5) contains supplementary material, which is available to authorized users.

## Background

The establishment of DNA methylation in the female germline in mammals is essential for genomic imprinting and successful development of the embryo following fertilisation [1–3]. Following genome-wide erasure of methylation in primordial germ cells [4], mammalian oocytes acquire a highly structured DNA methylation landscape in which domains of uniform methylation are separated by extensive unmethylated domains [5, 6]; this largely bimodal pattern is unique amongst mammalian cell types. DNA methylation is associated mostly with transcriptionally active gene bodies in oocytes, and these methylated domains contain intragenically located CpG islands (CGIs) that also gain methylation, including the germline differentially methylated regions (gDMRs) of imprinted genes [5–7]. As a result, there is highly programmed methylation of a defined set of ~2000 CGIs in oocytes, mostly on account of their location within active transcription units. We, and others, have shown that transcription is functionally required to define methylation in oocytes: Abrogating specific transcription events prevents methylation of the associated loci, including at imprinted gDMRs [6, 8, 9].

The oocyte represents a pure de novo methylation system, as an entire DNA methylation landscape is established on an essentially unmethylated genome in a non-dividing cell [10]; therefore, it provides a unique opportunity to investigate the extent to which different sequence features acquire methylation as a result of common or distinct mechanisms. Current knowledge is largely limited to the fully established DNA methylome in fully grown oocytes at the germinal vesicle (GV) stage or in ovulated metaphase II (MII) oocytes [5, 11], such that differences in the mechanistic requirements for methylation of various sequence elements or in the kinetics of their methylation are obscured. Thus, investigating methylation at intermediate stages would be informative, but genome-wide studies have not yet been done. Analysis of a limited number of imprinted gDMRs identified that de novo methylation is a function of developmental stage of follicles and oocyte size, with methylation initiated around the time follicles transition into the antral or secondary follicle stage of development. Moreover, locus-specific analysis has shown that the onset and progression of methylation appear to differ between imprinted gDMRs [12–14]. This asynchrony has functional importance, as nuclear transfer experiments have shown that different imprinted domains acquire imprinting competence at different stages of oocyte growth [15].

In view of the rather simple methylation landscape of the oocyte, the differential timing of methylation acquisition at gDMRs is unexpected, and the reasons for this asynchrony are unclear. Understanding its basis is essential for identifying the origin of methylation defects in oocytes that could underlie some errors in imprinting. Such asynchrony also suggests that different factors, or combinations of factors, may be necessary for methylation of different gDMRs, individual CGIs or individual methylated domains, aside from the common requirement for the de novo DNA methyltransferase DNMT3A and its obligate partner DNMT3L [5, 7, 11]. Given the strong association with transcription [6], and major changes in the transcription programme during oocyte growth [16], one possibility is that the timings of transcription events traversing gDMRs and CGIs could account for differences in the onset of methylation at individual elements.

At a mechanistic level, de novo DNA methylation occurs in a chromatin template and, in accordance with the biochemical properties of DNMT3A and DNMT3L [17–19], is predicted to depend upon the acquisition of a permissive histone modification state. Thus, regions destined for DNA methylation are proposed to be marked by histone 3 trimethylated at lysine 36 (H3K36me3) and should lack H3 di- or trimethylated at lysine 4 (H3K4me2/me3) [7, 20]. Evidence in support of this model is the requirement for the H3K4 demethylase KDM1B for DNA methylation of most imprinted gDMRs and CGIs that acquire methylation in oocytes and the increase in H3K36me3 at these elements during oocyte growth [20, 21]. Such chromatin state changes may also be downstream of transcription events: H3K36me3 is deposited by SETD2 in association with elongating RNA polymerase II [22–24], although the role of SETD2 in oocytes has not yet been determined; and removal of H3K4me2 and gain of H3K36me3 at the gDMR of the imprinted locus *Zac1* in oocytes was shown to depend on transcription from an upstream, oocyte-specific promoter [6].

To investigate how transcription influences the kinetics of methylation at gDMRs and throughout the genome, we generated genome-wide DNA methylation and high-resolution transcriptome maps of size-selected populations of growing oocytes spanning the onset of methylation. We find that the major remodelling of the oocyte transcriptome occurs well before the onset of DNA methylation, indicating that initiation of transcription events is not temporally coupled to methylation of specific loci. However, rate of gene body methylation does correlate with transcription level, which could reflect the degree of transcription-coupled chromatin remodelling. CGI methylation timing reflects (1) the H3K4me2 levels found in non-growing and early growing oocytes, (2) dependence on H3K4 demethylases and (3) presence of specific transcription factor motifs, supporting a model in which sequences requiring less chromatin remodelling are the earliest to become permissive for de novo methylation.

## Results

### Capturing the onset of de novo DNA methylation in oocytes

To analyse the onset and progression of de novo methylation at a genome-wide scale, we isolated growing oocytes from pre-pubertal mouse ovaries (post-natal days 7–18) and sorted them into the following, non-overlapping size categories: 40–45, 50–55 and 60–65 μm. Genome-wide methylation maps were generated by bisulphite conversion of oocyte DNA and Illumina sequencing. 

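The methylation data comprised 7 libraries from mouse oocytes sorted by diameter: RRBS libraries in duplicate (A and B) for the 40–45, 50–55 and 60–65 μm size classes and 1 PBAT library for the 60–65 μm class, which has no replicate. Bisulphite turns unmethylated cytosine into a base that is read as thymine, so that a cytosine still read as cytosine is counted as methylated. RRBS sequences the ends of short fragments made with the restriction enzyme MspI and therefore samples CpG-rich sequence, whereas PBAT, in which adaptors are added after conversion, samples the whole genome. The authors trimmed the reads, aligned them to GRCm38 with Bismark, removed duplicate reads from the PBAT library, and deposited for each covered CpG cytosine the percent methylated and the numbers of methylated and unmethylated calls, with the strands listed apart and the replicates kept separate. The methods state no removal of duplicates for RRBS, in which reads of one fragment start at the same base, so that PCR copies cannot be recognised and counts of calls overstate the number of molecules. The RRBS libraries held 37495075 calls (A) and 57319823 calls (B) at 40–45 μm, 41012339 and 34671599 at 50–55 μm, and 33542669 and 30000113 at 60–65 μm. The PBAT library held 99039028 calls, spread more thinly, with a median of 2 calls per position against 5 to 20 in the RRBS libraries. From these files, positions with at least 5 reads on chromosomes 1 to 19 and X were kept, and the methylation of a library, window, region or gene was taken as the mean over its positions. The coordinates of the authors' CGIs and the methylation of non-growing, GV and MII oocytes were not used here.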

For unbiased genome coverage to enable interrogation of all sequence features in 60–65 μm oocytes, we applied post-bisulphite adapter tagging (PBAT; [25]); for focussed coverage of CGIs and other GC-rich sequences in all three size classes of oocytes, we applied reduced representation bisulphite sequencing (RRBS; [7]). 

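In the 60–65 μm PBAT library, 29460480 CpG cytosines on the autosomes and the X chromosome had at least 1 read and 6619688 had at least 5 reads when each strand was counted on its own. With the calls on both cytosines of a CpG dinucleotide summed, 18629313 CpGs had at least 1 read and 8214853 had at least 5. The paper gives 5731851 CpGs with at least 5 reads, fewer than either count here, and the cause was not tested.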

The 60–65 μm PBAT library yielded 98,951,299 uniquely mapped read pairs, covering 18,651,142 (85.3%) of mappable CpG sites at ≥1 read and 5,731,851 CpGs (26.3%) with ≥5 reads. The RRBS libraries covered between 551,677 and 838,372 CpG sites (≥5 reads) and 13,944–15,799 (60.6–68.7%) of the 23,009 CGIs in the mouse autosomes and X chromosome (CGI coverage threshold ≥5 CpG sites with ≥5 reads; Additional file 1: Table S1). 

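With both strands of a CpG summed, the 40–45 μm RRBS libraries covered 843353 CpGs (A) and 719287 CpGs (B) with at least 5 reads. At 50–55 μm the numbers were 821663 in replicate A and 552599 in replicate B, and at 60–65 μm they were 797089 and 648236. Replicate B had the lower number in each size class, although at 40–45 μm it had more calls in total than replicate A.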

The PBAT and RRBS data were compared with published data sets from non-growing oocytes (NGO) and GV or MII oocytes [5, 7, 11]. In parallel, RNA sequencing (RNA-seq) libraries were made from similar pools of size-selected oocytes (see below).

The overall CpG methylation level of 60–65 μm oocytes determined by PBAT was 22.25%, compared with 2.36% in NGOs and 38.68% in GV oocytes, showing that this stage represents a midpoint in the progression of global de novo methylation (Fig. 1a; Additional file 2: Table S2). 

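The mean over the positions with at least 5 reads in the PBAT library was 22.2%, and the value was the same over all positions with at least 1 read. In the RRBS libraries, which sample mainly CpG-rich sequence, mean methylation was 2.52% ± 0.016 (SD, n = 2) at 40–45 μm, 5.88% ± 1.65 at 50–55 μm and 7.87% ± 0.517 at 60–65 μm. The replicates at 50–55 μm were the furthest apart, at 4.72% in A and 7.05% in B. Both were above both 40–45 μm libraries (2.50 and 2.53%) and below both 60–65 μm libraries (7.51 and 8.24%). With 2 libraries against 2, no permutation test can reach a p under 0.05, and the values per library are therefore given. Lowering the coverage minimum to 1 read moved the RRBS means most, to 4.59, 18.1 and 9.62% in order of size, and placed the 50–55 μm class above the 60–65 μm class. This change came mainly from replicate A at 50–55 μm, whose mean rose to 26.8%, against 9.37% in replicate B.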

We then evaluated whether all genomic features that become methylated in GV oocytes gain methylation at similar rates, including the hypermethylated domains of GV oocytes we previously designated [6]. CpGs in hypermethylated domains have attained on average 48.00 ± 0.02% methylation in 60–65 μm oocytes (Additional file 2: Table S2), although there is a considerable spread in the methylation level of these CpGs at this time (Fig. 1b). We previously showed that 85–90% of hypermethylated domains were associated with transcription units active in oocytes [6]; therefore, we asked whether domains associated with transcription units and those apparently not associated with transcription displayed similar kinetics of methylation. Comparison of CpG methylation rate of transcribed hypermethylated domains and apparently transcriptionally silent hypermethylated domains revealed that CpGs in transcriptionally silent regions are methylated later: average CpG methylation in transcribed domains is 50.1% but 30.0% for transcriptionally silent regions (Fig. 1b). For CGIs that become methylated fully (≥75%) in GV oocytes, mean methylation (37.21 ± 0.69%) in 60–65 μm oocytes was less than most other sequence features (Fig. 1b; Additional file 2: Table S2). An effect of CpG density is also apparent when considering 2-kb genomic windows: regions of highest methylation (≥80%) in 60–65 μm oocytes had on average lower CpG density and GC content (Fig. 1c).

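Of 386459 windows of 2 kb with at least 5 positions covered by at least 5 reads in the PBAT library, 10737 were methylated at 80% or more and 66607 at 50 to 80%. The most methylated windows held on average 22.8 CpGs, against 26.8 in the windows of 50 to 80%. The difference of -4.01 CpGs had an SD of 0.496 over the 19 autosomes and was negative on each of them. Mean GC content was 44.9% against 46.4%, a difference of -1.47 percentage points (SD 0.343 over the autosomes), again negative on all 19. Windows below 50% methylation had a mean of 27.8 CpGs and a GC content of 46.3%. The paper selects windows by their methylation in GV oocytes, a step that is not included in these values. When windows were instead required to hold at least 100 reads at any coverage per position, the difference in CpGs widened to -4.93 and that in GC content shrank to -0.991 percentage points.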

**Fig. 1:**
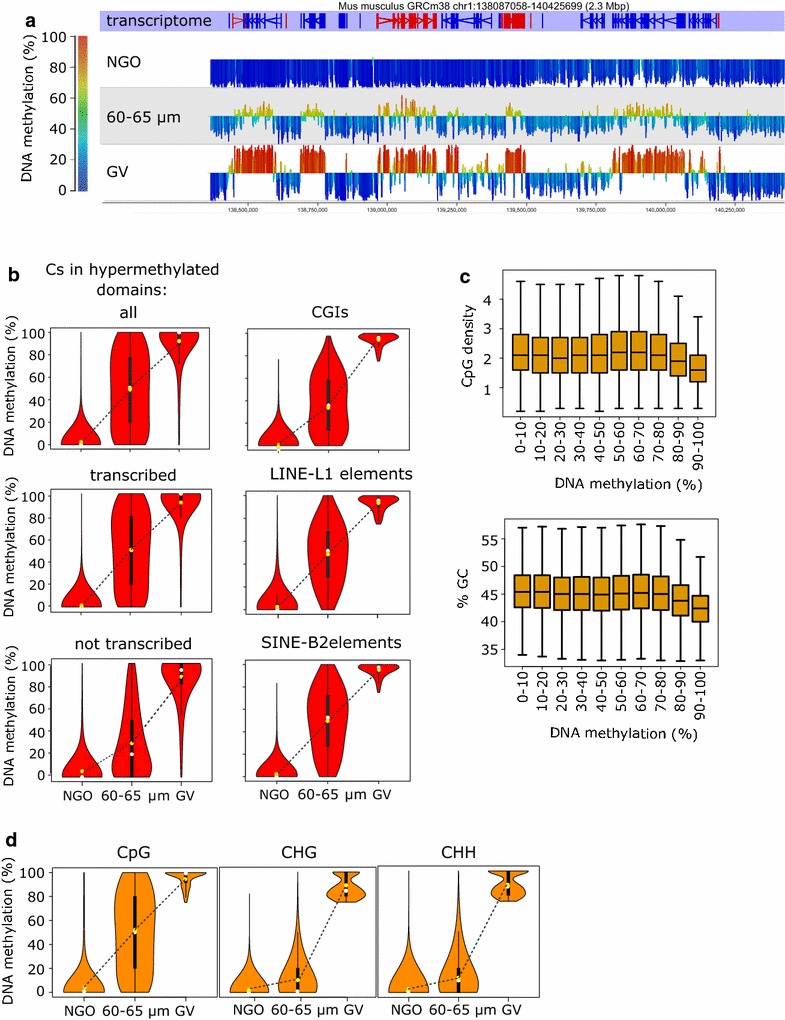
Rates of de novo DNA methylation of different sequence features in growing oocytes. **a** Screenshot of a 2.3-Mb interval of chromosome 1 depicting methylation in NGOs, 60–65 µm and GV oocytes. *Vertical bars* represent mean methylation of 2-kb windows, with 1-kb steps, *height and colour* denoting % methylation. The *horizontal lines* are set at 50% methylation, with higher levels of methylation *above the line* and lower levels *below the line* and *shaded* according to the *colour scale on the left*. The 60–65 µm data are from PBAT from the current manuscript; NGO and GV data are from [5, 11]. **b** *Violin plots* showing distribution of CpG methylation values in all hypermethylated domains, transcribed hypermethylated domains (≥90% of the length of the domain covered by transcript, domains ≥5 kb), transcriptionally silent hypermethylated domains (≤10% of the length of the domain covered by transcript, domains ≥5 kb), CGIs, LINE L1s and SINE-B2s in NGO, 60–65 µm and GV oocytes. *Shape of the violin plot* represents Kernel density estimation, i.e. probability density of the data at the different values. *White dots* correspond to the median, *yellow dots* to the average, *bold lines* the interquartile range and thin lines adjacent values, i.e. minimum and maximum values within the ×1.5 interquartile range from the first and third quartile, respectively. **c** *Box whisker plots* reporting CpG density and GC content of 2-kb genomic regions that are fully methylated in GV oocytes (≥75% DNA methylation) categorised according to their % DNA methylation in 60–65 µm oocytes (*x* axis). *Boxes*, interquartile range, with bar as median and *whiskers* as ×1.5 interquartile range, outliers not shown. Between 3619 and 30320 2-kb intervals were analysed in each methylation category. **d** *Violin plots* showing methylation levels of Cs in CpG, CHG and CHH contexts in NGOs and 60–65 µm oocytes of Cs that are fully methylated (≥75%) in GV oocytes

Similar to hypermethylated domains, most classes of transposable element (TEs) that become methylated (≥75%) in GV oocytes are midway in methylation progression (Fig. 1b; Additional file 2: Table S2, Additional file 3: Fig. S1A), although there was interesting variation in the kinetics of specific elements. Some TEs start at a higher level of methylation in NGOs, such as some endogenous retroviral (ERVK) long-terminal repeat (LTR) elements, reflecting incomplete erasure of methylation in primordial germ cells [4]. In addition, there was a significant variation in the rate of methylation of specific TE subfamilies. Notably, of the 20 most abundant LINE-L1 subfamilies, methylation of three of the four L1Md subfamilies was significantly delayed (average methylation of L1Md_A 39.9%, L1Md_F3 44.3% and L1Md_T 42.0%, compared with 48.1–54.4% for the remaining L1 subfamilies). In comparison, there were no differences in the methylation rate of the 20 MaLR subfamilies (Additional file 3: Fig. S1B). L1Md elements are amongst the youngest L1s, with the least degenerated sequence, the most intact transcription factor (TF) binding sites and which have to be actively suppressed [26, 27]. Many of the L1Md subfamilies also retained residual methylation in NGOs (6.5–19.9%, compared with 1.4–3.7% for other L1s). These results indicate that different sequence features acquire methylation with similar overall kinetics, suggesting that the de novo methylation complex is not targeted preferentially to any particular sequence feature. However, the delayed methylation of CGIs and specific L1 subfamilies, as well as at untranscribed regions, points to additional or alternative mechanistic requirements at these elements.

In fully grown oocytes, there is a high level of concordance in methylation of adjacent CpGs across the extensive hypermethylated domains [6]. Having captured oocytes midway in the progression of methylation, we looked at the coherence of ongoing methylation to investigate co-operativity of the de novo methylation complex. For each sequencing read containing multiple CpGs, we asked how often and over what distance CpGs had the same methylation state. For 60–65 μm oocytes, neighbouring CpGs were both methylated 60–70% of the time over 60 bp and at least 50% of the time over 90 bp (Fig. 2a). If CpG sites were being methylated individually without co-operativity, the probability that CpG pairs were both methylated would equate to the overall genomic methylation level which, in 60–65 μm oocytes, was 17.56%. Therefore, these data indicate co-operativity in methylation of adjacent CpGs by DNMT3A/DNMT3L during oocyte growth, similar to findings of DNMT3B function in embryonic stem cell (ESC) [28]. 

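In the PBAT library, the Pearson correlation of methylation between pairs of CpG cytosines with at least 5 reads was 0.771 at a distance of 1 bp, which joins the 2 strands of one CpG, and had a mean of 0.706 over distances of 90 to 110 bp (3869804 pairs). It was higher again over 170 to 190 bp, with a mean of 0.717 over 3304861 pairs. The difference between the 170–190 bp and the 90–110 bp intervals was 0.0114, with an SD of 0.00408 over the 19 autosomes and a positive value on each of them. After smoothing, the local maximum of the correlation lay at 179 bp. Pairs on opposite strands, which share no read, gave a difference of 0.0111, positive on 18 of 19 autosomes. In windows of 20 to 80% methylation, where fully methylated and unmethylated stretches do not set the correlation, the difference was 0.0356.

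**Figure D1:**
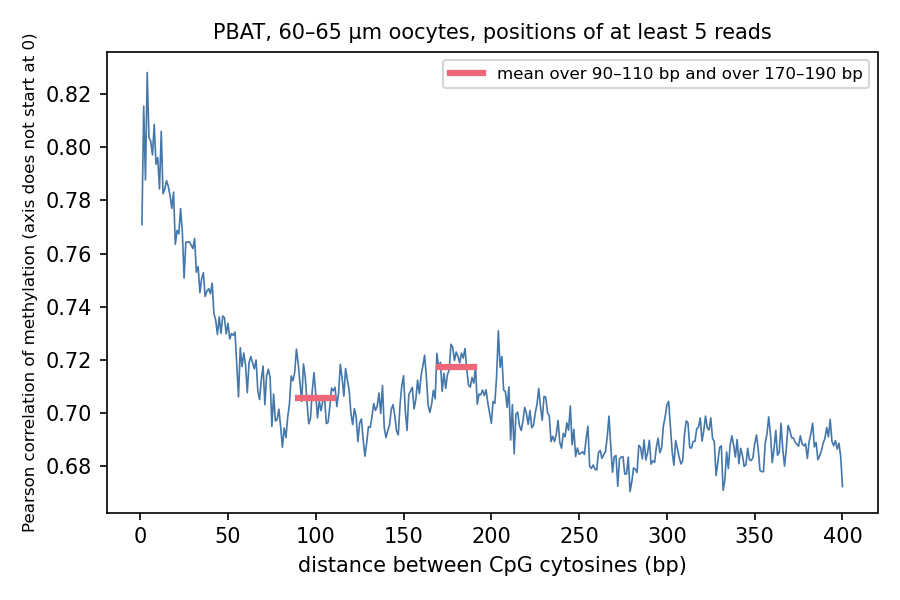
Pearson correlation of methylation (vertical axis, which does not start at 0) between pairs of CpG cytosines in the PBAT library of 60–65 μm oocytes, plotted against the distance between them from 1 to 400 bp. The 2 thick bars mark the means over 90–110 bp (0.706) and over 170–190 bp (0.717).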

We note, also, that although concordance of methylation declines with distance, there is a local maximum in the correlation at ~180 bp (Fig. 2b), which approximates the size of a nucleosome, consistent with a model in which de novo methylation occurs in linker regions, as proposed in ESCs [28]. Finally, oocytes have been shown to have extensive methylation outside of the CpG context, in that methylation of non-CpG sites accounts for more than half of the total amount of methylated cytosine [11, 29]. We looked specifically at all informative cytosines that become fully methylated (≥75%) in GV oocytes. Strikingly, in 60–65 μm oocytes, CHG and CHH sites (where H = A, T or C) that become methylated in GV oocytes were only 10.77 ± 0.08 and 13.90 ± 0.05% methylated, respectively, compared with 49.31 ± 0.05% for CpG sites, indicating preferential methylation of CpG sites during oocyte development (Fig. 1d; Additional file 4: Table S3).

**Fig. 2:**
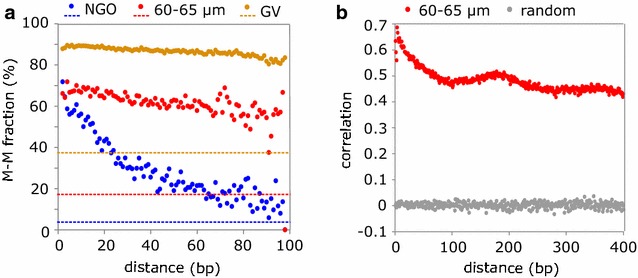
Properties of ongoing de novo DNA methylation in growing oocytes. **a** Average proportion of neighbouring CpG pairs where both CpGs are methylated (M–M fraction) by distance of CpG pairs in NGO, 60–65 µm and GV oocytes. The value of the M–M fraction was quantified for each possible distance between two neighbouring CpGs on the same sequencing read using formula M–M pairs/(M–M + M–U pairs), where M–U pairs represent CpG pairs where upstream CpG is methylated and downstream unmethylated. Only reads mapping to chromosome 1 were analysed. The *horizontal lines* represent the genomic average methylation level of each stage. **b** The distant-dependent correlation of methylation between CpG pairs in 60–65 µm oocytes, compared with random-shuffled data

### CGIs and imprinted gDMRs gain DNA methylation at different rates in oocytes

To look in more detail at the progression of methylation at CGIs, we considered the RRBS datasets. 

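CpG-dense regions were used in place of the authors' CGIs. They were defined on GRCm38 from the CpGs with at least 1 read in any of the 7 methylation libraries: every 200-bp window that starts at such a CpG and holds at least 10 of them was taken, and overlapping windows were merged. This gave 99880 regions on the autosomes and the X chromosome, with a median length of 308 bp and a median of 15 CpGs. They are shorter and more numerous than CGIs, and 29.8% of them lie in sequence that is repeat-masked over at least 50% of its length. A region was measured in a library when at least 5 of its positions had at least 5 reads. In the order 40–45, 50–55 and 60–65 μm, the RRBS libraries measured 24289, 23665 and 23522 regions in replicate A and 22327, 18922 and 21517 in replicate B. The PBAT library measured 68688. Among the regions measured in RRBS at 40–45 μm in replicate A, 5.40% were at least 50% repeat-masked.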

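Over all measured CpG-dense regions, 919 of 24289 (3.78%) were methylated at 25% or more in replicate A of the 40–45 μm class and 908 of 22327 (4.07%) in replicate B. To follow regions that do become methylated, those with at least 25% methylation in the 60–65 μm PBAT library were selected, since methylation data of GV oocytes were not used here. Of these, 801 of 3405 (23.5%) in replicate A and 763 of 2960 (25.8%) in replicate B had already reached 25% at 40–45 μm, a mean of 24.7% ± 1.59 (SD, n = 2). Most of them lay in repeats. In the selected regions that were less than 50% repeat-masked, a restriction chosen after these values were seen, the share was 4.95% (127 of 2565) in A and 5.21% (112 of 2150) in B. Over 1914 selected regions measured in all 6 RRBS libraries, the 474 that were at least 50% repeat-masked had a mean methylation of 48.8% ± 0.370 at 40–45 μm, and the other 1440 had 5.41% ± 0.0814.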

There is very little methylation of CGIs in 40–45 μm oocytes: only three CGIs (of 522 CGIs with sufficient data) that become fully methylated in GV oocytes were methylated ≥25% in 40–45 μm oocytes, and two of these have residual methylation in NGOs [7]. Methylation was first detected in the 50–55 μm size class (22% of CGIs destined for full methylation having ≥25% methylation in this size group) and at least 55% of CGIs showed intermediate (25–75%) to high (≥75%) levels of methylation in 60–65 μm oocytes (Fig. 3a). 

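At 50–55 μm, 1856 of 3304 regions with at least 25% methylation in PBAT (56.2%) were methylated at 25% or more in RRBS replicate A, and 1312 of 2213 (59.3%) in replicate B, giving 57.7% ± 2.20 (SD, n = 2). At 60–65 μm the numbers were 2772 of 3272 (84.7%) in A and 2530 of 2894 (87.4%) in B, giving 86.1% ± 1.91. Because PBAT of the same size class selected these regions, the high share at 60–65 μm follows largely from the selection. It also leaves out regions still below 25% in PBAT at 60–65 μm, which favours a higher share at 50–55 μm. In regions less than 50% repeat-masked the shares were 48.3% ± 1.23 and 86.1% ± 2.69. Among all measured regions, irrespective of PBAT, 8.98% ± 0.0728 reached 25% at 50–55 μm and 13.6% ± 0.158 at 60–65 μm. Selecting regions by at least 50% in PBAT moved the 50–55 μm share most, to 72.9%. In the 1440 less repeat-masked regions measured in all RRBS libraries, mean methylation rose to 25.2% ± 1.06 at 50–55 μm and 49.1% ± 1.80 at 60–65 μm, with 55.7% in PBAT. The 474 repeat-masked regions changed little, to 53.1% ± 4.89 and 54.0% ± 0.860, with 51.9% in PBAT.

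**Figure D2:**
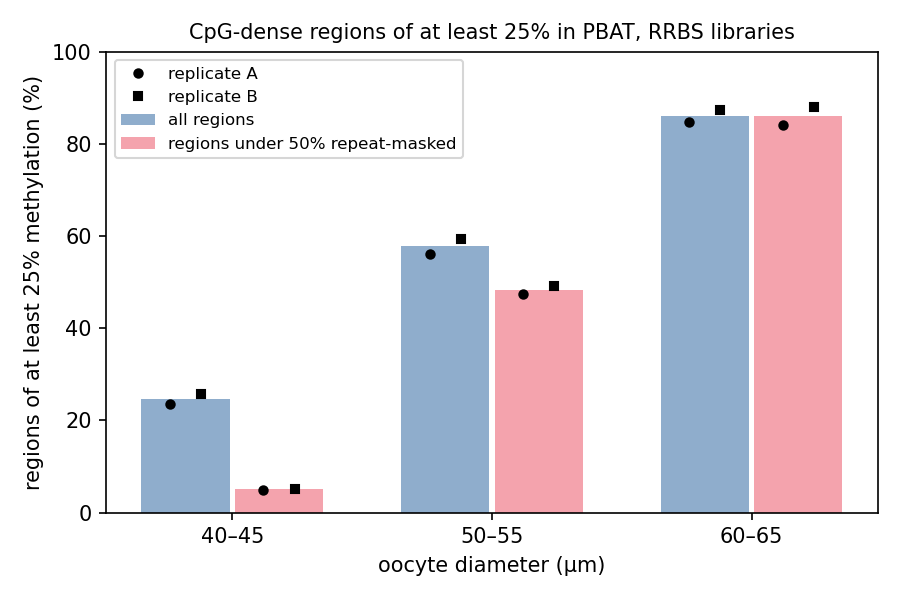
Share of CpG-dense regions (vertical axis, percent of the regions with at least 25% methylation in PBAT) that were methylated at 25% or more in RRBS libraries of each oocyte diameter (horizontal axis, μm). Bars give the mean of 2 replicates, circles replicate A and squares replicate B; the bars for all regions stand at 24.7, 57.7 and 86.1%, and those for regions less than 50% repeat-masked at 5.08, 48.3 and 86.1%.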

Overall, there was a very high level of correlation (*R* = 0.929) between the RRBS and PBAT libraries in CGI methylation at the 60–65 μm stage (Additional file 3: Fig. S2A), suggesting that the differences in level of methylation are reproducible and biological in origin. 

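Across 19716 CpG-dense regions measured in both RRBS libraries and in PBAT at 60–65 μm, the Pearson correlation between mean RRBS methylation and PBAT methylation was 0.952, with an SD of 0.00638 over the chromosomes. The correlation is across regions of the same oocyte size class, and regions are not independent replicates. Spearman's correlation was 0.502, since most regions lay near 0% in both assays, where ranks depend on single calls. Restricted to the 4112 regions with at least 10% methylation in either assay, the Pearson correlation was 0.894 and Spearman's was 0.882. Between replicate RRBS libraries, the Pearson correlation was 0.931 at 40–45 μm, 0.885 at 50–55 μm and 0.970 at 60–65 μm, over 21851, 18665 and 21205 regions. In regions less than 50% repeat-masked, the correlation between replicates at 40–45 μm was 0.793.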

Focussing on imprinted gDMRs, methylation in 60–65 μm oocytes assessed by the two methods ranged from 0 to ~70% (Fig. 3b; Additional file 3: Fig. S2A), again with a high degree of consistency in methylation of individual gDMRs determined by the two methods (noting that RRBS and PBAT will not have identical sequence coverage across each gDMR). For example, the *Igf2r* gDMR had attained 32.5% methylation in 50–55 μm oocytes and 67.9% in 60–65 μm oocytes, while the *Cdh15* igDMR was <5% methylated even in 60–65 μm oocytes (Fig. 3b). This range of methylation is broadly consistent with earlier studies that analysed limited numbers of gDMRs by locus-specific bisulphite sequencing (again, with the caveat that different regions of the gDMRs will have been assayed by the various methods; [12–14]). 

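Of the gDMRs in Fig. 4b, whose positions on GRCm38 were measured from the bars of that figure and are accurate to within its pixels, the Zac1 gDMR (chromosome 10, 13089843 to 13092326, overlapping the start of Plagl1) had 4.33% ± 2.48 (SD, n = 2) at 40–45 μm, 28.3% ± 0.742 at 50–55 μm and 61.0% ± 4.64 at 60–65 μm by RRBS, and 55.5% by PBAT (147 positions, 1362 calls). The Nnat gDMR (chromosome 2, 157559182 to 157562255, overlapping Blcap and Nnat) had 8.21% ± 7.50, 7.20% ± 2.11 and 21.8% ± 7.52 by RRBS, so that its first 2 values could not be told apart, and 32.3% by PBAT. The other values are for CpG-dense sequence within 1 kb of the start of a gene that lends its name to a gDMR, which is not always the gDMR itself. At 60–65 μm the region at the start of Nespas had 57.9% ± 15.0 by RRBS and 54.9% by PBAT, that of Peg3 53.5% ± 8.94 and 67.2%, that of Mcts2 52.1% ± 3.02 and 51.0%, that of Impact 45.8% ± 5.05 and 60.4%, that of Zrsr1 43.7% ± 0.890 and 46.8%, and that of Nap1l5 33.0% ± 6.70 and 54.9%. The region at the start of Peg10 was the one with a clearly lower value by PBAT, at 26.0% against 47.5% ± 4.21. The regions at the starts of Grb10, Gnas, Kcnq1, Socs5, Zfp777 and Zfp787 had means of 1.13% or less by RRBS at 60–65 μm and values of 6.62% or less by PBAT. RRBS covered few positions in several of these, such as 4 positions in the Nespas region.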

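The Igf2r gDMR, at 12741350 to 12742607 on chromosome 17 in an intron of Igf2r and at the start of Airn, was methylated at 1.55% ± 1.31 (SD, n = 2) at 40–45 μm, 28.8% ± 3.18 at 50–55 μm and 68.1% ± 0.0870 at 60–65 μm by RRBS. These values rest on 10 positions in every library except replicate B at 50–55 μm, which had 3. PBAT gave 72.3% over 70 positions, and its 785 calls gave a pooled value of 72.0% with a 95% Wilson confidence interval of 68.7 to 75.0%, which covers counting error only. In the Cdh15 gDMR (chromosome 8, 122864252 to 122865856) no methylated call was found at positions with at least 5 reads in either 60–65 μm RRBS library, but these held only 35 and 46 calls. PBAT gave 1.77% over 58 positions and 438 calls, with a pooled 95% interval of 1.09 to 3.86%. At 50–55 μm its RRBS values were 1.11% in replicate A and 11.4% in replicate B, the latter from 27 calls at 3 positions, so that the class mean of 6.27% ± 7.30 rests on replicate B.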

For a subset of CGIs, we also validated the time of onset by locus-specific bisulphite sequencing (Fig. 3c). 

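Among the CpG-dense regions with at least 25% methylation in PBAT, the 3 with the highest RRBS methylation at 60–65 μm overlapped Stam (chromosome 2, 14085807 to 14086579; 98.7% in replicate A and 100.0% in replicate B), Mphosph9 (chromosome 5, 124271666 to 124272038; 93.5 and 98.8%) and 1700123O12Rik (chromosome 4, 10734528 to 10735344; 92.6 and 96.4%). All 3 were at least 94.05% repeat-masked and had already between 73.5 and 90.0% at 40–45 μm. The 3 with the lowest overlapped Haao (chromosome 17, 83846619 to 83846872), Vps41 (chromosome 13, 18717285 to 18717657) and Spock2 (chromosome 10, 60109618 to 60109817). Their RRBS values at 60–65 μm were at most 1.05% in either library, and PBAT gave 31.1, 27.9 and 27.8% from 54, 44 and 43 calls.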

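Among the CpG-dense regions with at least 25% methylation in PBAT, CpG density and RRBS methylation had a Spearman correlation of 0.046 at 50–55 μm (2113 regions, permutation test, two-sided p = 0.0337) and 0.019 at 60–65 μm (2772 regions, p = 0.306). The 4 correlations of this family were computed across regions, which are not independent replicates, and the correlation with CpG density changed sign between settings, to -0.109 at 50–55 μm when regions needed at least 14 CpGs per 200 bp. It accounted for 0.214% of the variance in rank at 50–55 μm and 0.0379% at 60–65 μm. The correlation with GC content was -0.205 at 50–55 μm and -0.105 at 60–65 μm, each with p = 1e-05, the smallest that the permutations can give. With Benjamini-Hochberg adjustment over the 4, the permutation p values were 0.0449 and 0.306 for CpG density and 2e-05 for both correlations with GC content. In regions less than 50% repeat-masked the correlations with GC content were -0.0789 and -0.00633. With at least 14 CpGs per 200 bp they were -0.362 and -0.227, and the other settings lay between these values.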

The differential onset of CGI methylation is not related to CpG content or GC richness of these CGIs (Additional file 3: Fig. S2B). In conclusion, CGIs destined for methylation in GV oocytes are not co-ordinately methylated but display substantial and reproducible differences in time of onset of methylation in growing oocytes, and this variation is not a simple property of overall sequence composition.

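Regions that gained methylation between size classes were tested with edgeR's quasi-likelihood test on the methylated and unmethylated calls of 17943 CpG-dense regions measured in all 6 RRBS libraries, of which 17896 could be tested. With Benjamini-Hochberg adjustment, 0 regions gained methylation with an adjusted p under 0.05 from 40–45 to 50–55 μm and 0 from 50–55 to 60–65 μm, whereas 1580 and 367 regions gained it at an unadjusted p under 0.05. In the same test limited to the 2579 regions with a mean of at least 5% over the 6 libraries, a filter added after that result was seen, 1259 regions gained methylation and 1 lost it from 40–45 to 50–55 μm. From 50–55 to 60–65 μm, 0 regions passed this test, and 897 gained methylation at an unadjusted p under 0.05. The 1259 regions had mean methylation of 2.58, 26.1 and 51.5% in the 3 classes in order of size. Without a test, 970 regions rose by at least 10 percentage points in each of the 4 pairings of libraries from 40–45 to 50–55 μm, and 1189 did so from 50–55 to 60–65 μm. With replicate B alone in both classes the first of these numbers was 1943. The 0 from 50–55 to 60–65 μm therefore does not show that no region gained methylation in that step. From the correlation of RRBS with PBAT, and from bisulphite sequencing of single loci, the paper concludes that CGIs differ reproducibly in when they begin to be methylated.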

**Fig. 3:**
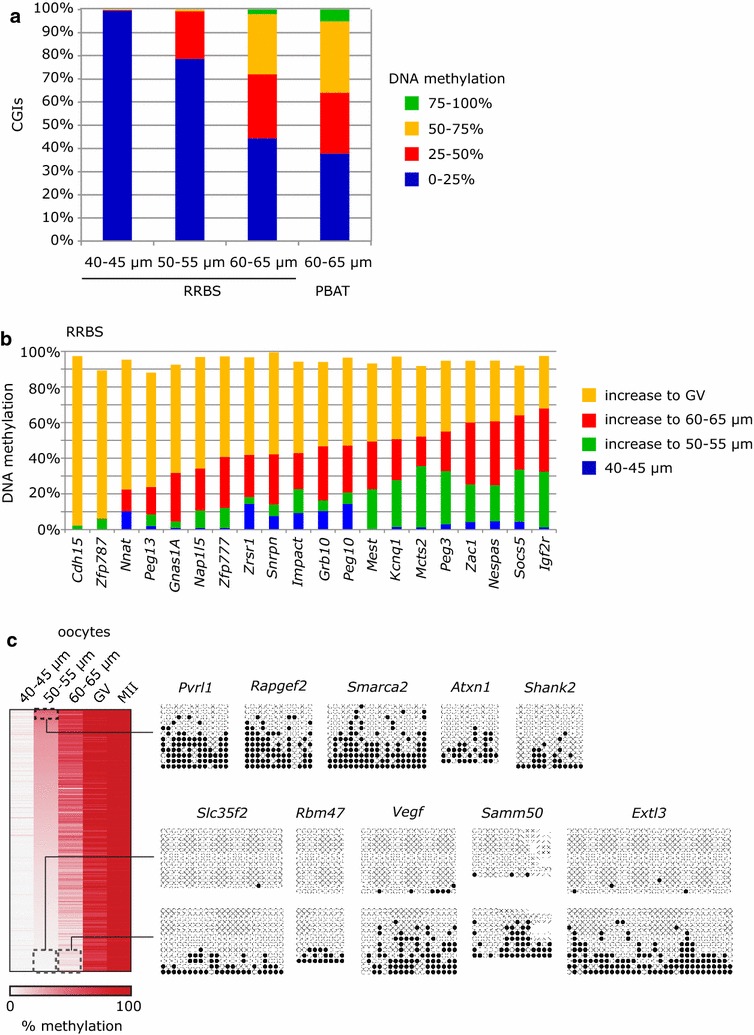
CpG islands gain DNA methylation at different rates in growing oocytes. **a** Barchart of CGI methylation in the oocyte size populations from the RRBS and PBAT datasets. The number of CGIs covered in each dataset is given in Additional file 1: Table S1. **b** Methylation of gDMRs in RRBS datasets, displaying the basal level in 40–45 µm oocytes, and the increases in methylation to the subsequent size populations. gDMRs are ordered according to their methylation level in 60–65 µm oocytes, which is comparable with PBAT data (see Additional file 3: Fig. S2A). **c** Validation of CGI methylation in different oocyte size populations. Heatmap shows methylation progression at CGIs that become methylated between 40 and 45 µm and MII oocytes (data from published GV and MII RRBS datasets). Five early-methylating CGIs and five late-methylating CGIs were selected, and their methylation in 50–55 µm oocytes (early-methylating CGIs) or both 50–55 and 60–65 µm oocytes was confirmed by locus-specific bisulphite sequencing. *White dots* represent unmethylated CpGs and black dots methylated CpGs

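RRBS values were also read within the amplicons of Fig. 3c, located on GRCm38 from the published primer sequences. Among the 5 early-methylating CGIs, the amplicon in Pvrl1 (chromosome 9, 43803552 to 43803786) had 3.98% ± 0.587 (SD, n = 2) at 40–45 μm, 50.1% ± 6.96 at 50–55 μm and 64.6% ± 7.42 at 60–65 μm. Those in Rapgef2, Smarca2, Atxn1 and Shank2 had between 0 and 3.88% at 40–45 μm, between 25.0 and 37.8% at 50–55 μm, and between 43.4 and 78.8% at 60–65 μm. In 2 of these the replicates at 50–55 μm lay far apart. Smarca2 had 47.4% in A and 18.8% in B, and Atxn1 had 50.0% in A over 5 positions and 0% in B over 2 positions. Among the late-methylating CGIs, those in Slc35f2, Rbm47, Vegfb and Samm50 had at most 3.33% in any 50–55 μm library with a position. At 60–65 μm their means were 1.14% ± 1.61, 9.11% ± 5.10, 11.0% ± 8.78 and 7.22% ± 0.376. The amplicon in Extl3 (chromosome 14, 65097671 to 65097960) rose from 6.00% ± 8.49 at 50–55 μm to 38.6% ± 6.71 at 60–65 μm. PBAT values at 60–65 μm were between 61.5 and 84.7% in the early set. In the late set they were 12.7% in Slc35f2, 34.9% in Vegfb, 44.2% in Samm50 and 38.8% in Extl3, while Rbm47 had 1 position with 5 calls in PBAT.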

### Mapping changes in the oocyte transcriptome during oocyte growth

We sought to test the relationship between methylation kinetics and changes in transcription during oocyte development and growth. To do so, we generated deep, strand-specific total RNA-seq libraries in duplicate from the same size populations of growing oocytes as used in methylation analysis, as well as an earlier population (10–30 μm) and a GV population (Additional file 5: Table S4). In addition, the data were compared with RNA-seq from NGOs collected at embryonic day E18.5 [20] and an existing GV data set [6]. 

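The RNA-seq data comprised 9 libraries of mouse oocytes, with replicates A and B for the 10–30, 40–45, 50–55 and 60–65 μm size classes and 1 column of values for GV oocytes, which therefore has no replicate. Table S4 of the paper lists GVA and GVB. Which of them the GV column holds is not stated, and the column was treated as 1 library. The authors aligned the reads to GRCm38 with TopHat. The deposited table gives RPKM, that is, reads scaled to exon length and to the total of the library, for 25965 reference genes, although it is titled as read counts, and the paper reports FPKM. Which of the tools named in the methods made that table is not stated, and genes that occur only in the oocyte transcriptome assembly were not used here. Values of a gene in different libraries were whole multiples of the value of 1 read for 10609 of the 10611 genes with at least 0.5 RPKM in 2 or more libraries (99.98%), which gave the relative depth. Of the 17109 genes above 0 in 6 or more libraries, 16386 (95.77%) had such values. In replicates A and B the totals behind the RPKM values were 99369453 and 158990784 at 10–30 μm, 150227585 and 191061523 at 40–45 μm, 117583404 and 154568283 at 50–55 μm, and 105138183 and 180890381 at 60–65 μm, and the GV total was 198298126. Table S4 of the paper gives between 37501255 and 70880729 aligned read pairs for the libraries of growing oocytes, and the totals behind the RPKM values, which are the ones the values use, were 2.65 to 2.70 times as large. The cause of this excess is not known. The exon length recovered for a gene equalled its merged annotated exons in only 5405 of 14572 genes (37.09%). For the tests, RPKM values were scaled between libraries by a trimmed mean, 0.1 was added and log2 was taken. The 10518 genes with at least 0.5 RPKM in 2 of the 8 libraries of growing oocytes entered 1 limma fit over the 4 size classes, with Benjamini-Hochberg adjustment. Fold changes are on this log2(RPKM + 0.1) scale, which understates changes of genes with low values. Pearson correlations between replicates across genes were 0.986, 0.990, 0.994 and 0.995 in order of size.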

Although transcriptional changes have been documented during mouse oocyte development before [16], those data were generated using expression microarrays that capture only a fraction of the transcription units actually present in oocytes and cannot be used to infer alternative transcription start site (TSS) use: our previous work has demonstrated the importance of using the correct transcriptome for accurate association with methylation [6]. Although the RNA-seq data sets do not capture nascent transcription events, they do enable us to determine the time during oocyte growth that transcription units are first active, including the use of alternative upstream TSSs that are prevalent in oocytes [6]. Transcript abundance was used as a proxy for transcription rate.

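At a threshold of 0.5 RPKM in both replicates, 9762 reference genes were detected in 10–30 μm oocytes, 9580 in 40–45 μm, 9743 in 50–55 μm and 9855 in 60–65 μm oocytes. In all, 10462 genes were detected in at least 1 of these classes and 9096 in all 4. Of the 25965 listed genes, 5687 were listed at 0 in every library. Among the other thresholds tried, 0.02 RPKM, which was chosen after the data were examined, gave the highest numbers, between 14127 and 14533 genes per class, and 1 RPKM the lowest, between 8107 and 8362.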

The RNA-seq data sets were compared with the oocyte transcriptome assembly previously generated in our laboratory [6], resulting in the detection of 21,402–32,775 genes (FPKM thresholds 0.017–0.102) in the various oocyte size populations (Additional file 6: Table S5). Principal component (PC) analysis of the global expression patterns showed that data sets from growing and GV oocytes cluster together, with the E18.5 transcriptome being the most distinct; PC2 segregates the growing oocyte populations by size, particularly when the E18.5 data set is excluded (Additional file 3: Fig. S3). It should be noted that E18.5 oocytes were collected using FACS, such that RNA was extracted from fixed samples, whereas all post-natal oocytes were collected manually, and these technical differences could contribute to some differences between the E18.5 transcriptome and the other stages. Nevertheless, most transcripts (68%) were already detected at E18.5, and a further 28% were detected first in 10–30 µm oocytes, with very few appearing for the first time in larger size populations (Fig. 4a). 

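In a principal component analysis of the 9 libraries of growing and GV oocytes on scaled log2 values, without E18.5, the first component held 84.5% of the variance and followed oocyte size. Its scores were -59.8 and -52.6 for replicates A and B at 10–30 μm, -15.1 and -21.3 at 40–45 μm, 16.8 and 12.4 at 50–55 μm, 37.9 and 30.0 at 60–65 μm, and 51.6 for GV. The gaps between neighbouring classes exceeded the gaps between replicates. The next 2 components held 6.24 and 5.01%. Each library of growing oocytes lay nearest to its own replicate.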

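With activation taken as the first size class from which a reference gene stayed at or above 0.5 RPKM in both replicates, and without E18.5, 9096 genes (92.3%) were detected from 10–30 μm on. A further 227 (2.30%) were detected first at 40–45 μm, 285 (2.89%) at 50–55 μm and 247 (2.51%) at 60–65 μm. When a single replicate was used in place of both, the share detected from 10–30 μm on was 93.4% without A and 91.4% without B.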

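Between 10–30 and 40–45 μm oocytes, 2423 of 10518 genes (23.0%) had an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment, 1281 of them higher and 1142 lower at 40–45 μm. Most of these changes were small, and 392 genes (3.73%) had an absolute log2 fold change of at least 1. From 40–45 to 50–55 μm, 978 genes (9.30%) passed, 634 higher and 344 lower, and 167 genes (1.59%) reached a log2 fold change of 1 in size. From 50–55 to 60–65 μm, 0 genes passed the adjusted threshold, although 1455 had an unadjusted p under 0.05, and 38 genes (0.361%) reached a log2 fold change of 1 in size. The first count depended most on requiring both criteria, under which 388 genes remained, and on fitting the 2 classes alone, which gave 1066. DESeq2 on the recovered reads gave 254 genes for the last step. With the replicate letters as a block, limma gave 3398, 1890 and 250 genes for the steps in order. The deviations of A and B were alike between the 10–30, 40–45 and 50–55 μm classes but not with 60–65 μm. The letters were therefore not taken to pair the libraries. Because RPKM is relative to the library total, a rise in total mRNA per oocyte is not visible in these values.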

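Among genes that met the fixed criteria for being named, the largest rises from 10–30 to 40–45 μm were those of Oog3 (log2 fold change 3.61), Spry4 (2.62) and C87977 (2.54), and the largest falls those of Sohlh1 (-2.05), Marcksl1 (-1.66) and Syce1 (-1.45), with adjusted p values between 6.11e-04 and 0.00177 in limma with Benjamini-Hochberg adjustment. From 40–45 to 50–55 μm they were Oog3 (2.82), Gm2309 (1.76) and Gm3677 (1.71), and Sohlh1 (-1.75), Snhg3 (-1.36) and Cstb (-1.15), with adjusted p values between 0.0112 and 0.0499 in limma. At 40–45 μm the replicates of Oog3 had 7.45 RPKM in A and 2.76 RPKM in B. Gm2309 and Gm3677 had similar values in each library, and reads shared between similar genes can be split among them, so that the values of either are uncertain. In the last step no gene met the criteria.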

The general stability of gene expression in the growing oocyte populations, even as cytoplasmic volume and mRNA content are increasing substantially, is reflected in the rather small numbers of genes identified as differentially expressed (<4%) between consecutive stages (Additional file 3: Fig. S4). Based on our oocyte transcriptome assembly, we segregated genes into reference genes (i.e. previously annotated genes) and novel genes, either novel multiexonic or monoexonic. For reference genes expressed from their canonical TSSs, 88% were already detected at E18.5; in comparison, most novel genes were detected first in 10–30 µm oocytes (~63% multi- and ~57% monoexonic novel genes), with a small minority first detected in larger oocytes (~8 and ~13% for multi- and monoexonic genes, respectively; Fig. 4a). Similarly, most (~70%) novel upstream TSSs were activated in 10–30 µm oocytes. Therefore, most changes in the oocyte transcriptome occur well in advance of the onset of de novo methylation, which initiates after the 40–45 µm stage. This effect can be seen at individual imprinted loci: all gDMRs are found within transcription units even at the earlier stages, irrespective of whether they are transcribed from alternative promoters or whether methylation is detected early (50–55 µm) or late in oocyte growth (60–65 µm) (Fig. 4b).

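Across the whole range from 10–30 to 60–65 μm, 6666 of the tested genes (63.4%) had an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment, 3310 higher and 3356 lower in the larger oocytes. Of all tested genes, 1990 (18.9%) had a log2 fold change of at least 1 in size. Oog3 (chromosome 4, 144157557 to 144162663) had the largest rise among genes that met the fixed criteria for being named, from 0.298 ± 0.0973 (SD, n = 2) to 65.9 ± 6.81 RPKM, a log2 fold change of 7.39 (SE 0.42, adjusted p = 7.36e-06 in limma). It was followed by Spry4, with a log2 fold change of 5.29, and Gm3677, with 4.93. The largest fall was that of Sohlh1 (chromosome 2, 25842995 to 25847248), from 47.3 ± 3.31 to 1.45 ± 0.404 RPKM, a log2 fold change of -4.95 (SE 0.22, adjusted p = 6.03e-06 in limma), with Marcksl1 at -3.32 and Maged1 at -3.18. All 3 rises and all 3 falls kept their direction without either replicate. The paper reasons from the stage at which transcripts are first detected and from the small number of changes between consecutive size classes that most of the transcriptome is in place before methylation begins.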

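Igf2r (chromosome 17, 12682406 to 12769664) was expressed in all size classes, with 7.97 ± 0.771 RPKM (SD, n = 2) at 10–30 μm, 8.29 ± 0.715 at 40–45 μm, 9.56 ± 0.361 at 50–55 μm and 9.33 ± 0.142 at 60–65 μm. The log2 fold change from the first to the last class was 0.23 (SE 0.09, adjusted p = 0.0599 in limma with Benjamini-Hochberg adjustment), and over the other settings of the test without a replicate block it lay between 0.0463 (DESeq2) and 0.0891. The annotated Plagl1, Cdh15 and Nnat genes were near the floor. Plagl1 had 0.0968 ± 0.0120 RPKM at 10–30 μm and 0.204 ± 0.0138 at 60–65 μm, Cdh15 had 0.0502 ± 0.0241 and 0.137 ± 0.00960, and Nnat had 0.0258 ± 0.0365 and 0.0433 ± 0.0270. They did not enter the test. Values for reference exons do not measure transcription that starts at the upstream promoters shown in Fig. 4b.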

**Fig. 4:**
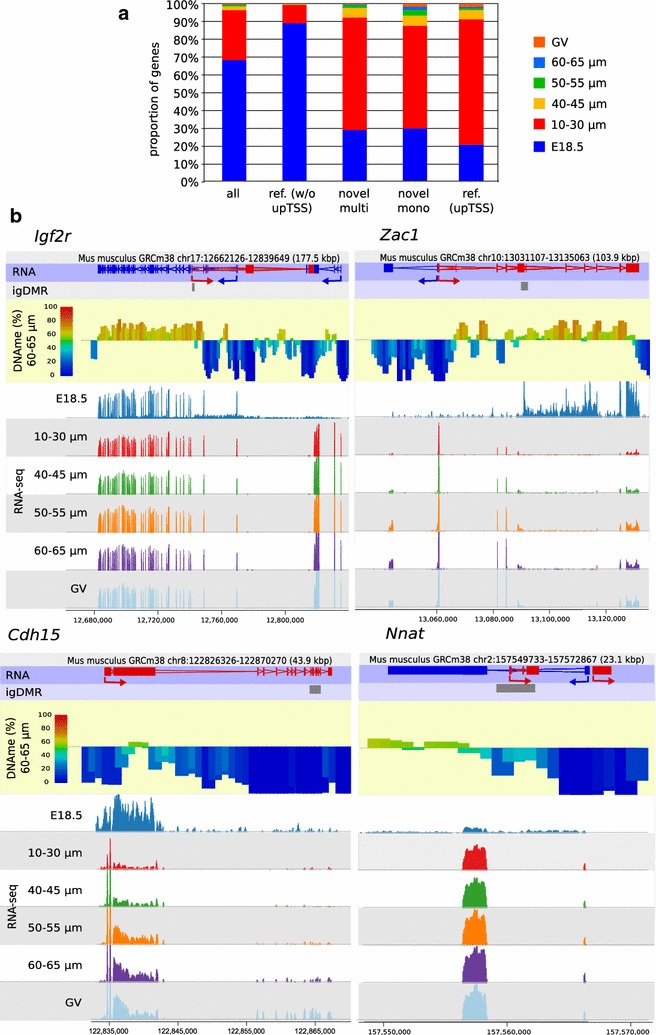
Transcription dynamics in growing oocytes. **a** *Barchart* showing time of first detection of genes in growing oocytes, according to classification as reference gene, from canonical TSS (w/o upTSS) or novel upstream TSS (upTSS), or novel multi- or monoexonic gene. The total numbers of genes classified as expressed in each RNA-seq datasets are given in Additional file 6: Table S5. **b** Browser screenshots of representative early-methylating (*Igf2r*, *Zac1*) and late-methylating (*Cdh15*, *Nnat*) gDMRs in relation to RNA-seq data from different stages of the oocyte growth and DNA methylation acquired in 60–65 µm oocytes. In the RNA annotation track, *red gene* structures are transcribed from *left to right* and *blue gene* structures from *right to left*, with *arrows* showing the most upstream TSSs and direction of transcription. RNA-seq data show that transcriptional pattern is established prior to DNA methylation establishment

Despite the general stability of gene expression during oocyte growth stages (Additional file 3: Fig. S4), the RNA-seq data sets provide unprecedented detail into the changes in transcript abundance during critical times in oocyte growth and follicular differentiation. We identified 530 genes, mostly protein-coding, up-regulated greater than 50-fold between E18.5 and GV oocytes, and 283 up-regulated >50-fold between E18.5 and 10–30 μm oocytes (Additional file 7: Table S6). 

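Of the genes listed in Table S6 as rising more than 50-fold from E18.5 to GV, 529 unique names could be read, of which 528 were listed in the deposited table and 500 were tested. Between 10–30 and 60–65 μm, 448 of them had an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment over all genes, and 451 when adjusted over the list alone. Of the 448, 428 were higher at 60–65 μm. In all, 467 of 500 were higher at 60–65 μm, with a median log2 fold change of 1.27 (quartiles 0.67 and 2.18), and without A or without B 466 and 452 were. By step, 341 genes passed from 10–30 to 40–45 μm and 173 from 40–45 to 50–55 μm, and when adjusted over the list alone 385 and 265. From 50–55 to 60–65 μm, 0 passed over all genes and 53 when adjusted over the list alone. Of the 283 genes listed as rising from E18.5 to 10–30 μm, 282 were tested, and 226 changed between 10–30 and 60–65 μm (231 when adjusted over the list alone), 185 of them upwards. Their median log2 fold change was 0.68. The lists were chosen in the study with the GV and 10–30 μm libraries, so neither these counts nor the directions are independent evidence.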

Gene ontology (GO) analysis did not reveal particularly strong enrichment terms (“Regulation of reproductive process” containing 10 of the 283 genes had the highest enrichment of 5.53, *p* value 1.27 × 10^−5^, adjusted FDR 0.164), perhaps reflecting the wide diversity of functions required during oogenesis as well as the accumulation of maternal RNA stores for processes in the zygote (Additional file 3: Fig. S5). The set of highly induced transcripts did contain genes for oocyte-specific transcriptional regulators such as OBOX1, 2 and 5, the maternal effect homeobox SEBOX, the zona pellucida proteins 1, 2 and 3 (ZP1, 2, 3), components of the sub-cortical maternal complex (OOEP, TLE6) and members of the reproduction-related NLRP family (nucleotide-binding oligomerization domain, leucine-rich repeat and pyrin domain-containing proteins), as well as oocyte genes with less well explored functions (*Oas1d*, *Oosp1*, *Omt2b*) (Additional file 7: Table S6). 

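From 10–30 to 60–65 μm, Obox1 rose from 12.5 ± 1.24 (SD, n = 2) to 94.3 ± 0.675 RPKM, Obox2 from 18.3 ± 2.05 to 186.5 ± 4.24 and Obox5 from 16.3 ± 0.851 to 73.8 ± 2.00, with log2 fold changes of 2.91, 3.35 and 2.18 and adjusted p values of 6.03e-06, 6.72e-06 and 1.37e-05 in limma with Benjamini-Hochberg adjustment. Sebox rose from 2.47 ± 0.00394 to 17.3 ± 0.571 RPKM (log2 fold change 2.76). The Obox genes and the Nlrp genes are families of similar sequence among which reads can be shared, so that values of single members are uncertain. Other genes were already high at 10–30 μm and did not rise. Zp2 fell from 1071 ± 4.79 to 677 ± 81.0 RPKM (log2 fold change -0.66, adjusted p = 0.00205 in limma), Zp3 changed by -0.37 (adjusted p = 0.0486, and between 0.0172 and 0.0548 over the other settings of the test without a replicate block), and Zp1, at 257 ± 49.5 RPKM at the start, by 0.05 (adjusted p = 0.777), with a sign that reversed without replicate A. Ooep fell by 0.67 on the log2 scale and Tle6 by 0.11, the latter not past the threshold. Of the NLRP family, Nlrp9c had the largest rise (log2 fold change 3.99) and Nlrp4c the largest fall (-0.74), and 16.6 ± 0.378 RPKM of Nlrp9c were reached at 60–65 μm. Oosp1 rose by 1.12 and Omt2b by 0.49, while Oas1d, with 0.14, was not past the threshold.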

We also specifically examined the gene expression dynamics of candidate factors involved in de novo DNA methylation and associated epigenetic modifications, such as DNMT3A and DNMT3L, H3K4 demethylases of the KDM1 and KDM5 families, and the H3K36 methyltransferase SETD2. 

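Dnmt3l (chromosome 10, 78041947 to 78063622) was at 0.857 ± 0.0447 RPKM (SD, n = 2) at 10–30 μm, 3.18 ± 0.670 at 40–45 μm, 5.78 ± 0.613 at 50–55 μm and 9.79 ± 2.17 at 60–65 μm, a log2 fold change of 3.35 (SE 0.19, adjusted p = 7.36e-06 in limma with Benjamini-Hochberg adjustment). Without A or without B it was 3.13 or 3.58. Kdm1b (chromosome 13, 47043499 to 47084613) was at 107 ± 11.0 RPKM at 10–30 μm and level with that at 40–45 μm (103 ± 5.07 RPKM), and then went to 85.8 ± 2.28 and 69.6 ± 5.80 RPKM at 50–55 and 60–65 μm, a log2 fold change over the whole range of -0.61 (adjusted p = 0.00114 in limma). Dnmt1 was at 372 ± 61.8 RPKM at 10–30 μm and 382 ± 8.97 at 60–65 μm, a log2 fold change of 0.05 (adjusted p = 0.753 in limma) whose sign depended on the replicate left out. Dnmt3a rose modestly from 2.53 ± 0.433 to 3.62 ± 0.202 RPKM (0.51, adjusted p = 0.00917 in limma), as did Setd2, with 0.67. Both rises came more from replicate A. Dnmt3a went from 2.22 to 3.76 RPKM in A and from 2.83 to 3.48 RPKM in B. Setd2 went from 3.35 to 6.48 RPKM in A and from 4.76 to 6.30 RPKM in B. Kdm5a fell by 1.08 and Kdm5b by 2.34 on the log2 scale, from 2.34 ± 0.0153 and 1.90 ± 0.205 RPKM, while Kdm1a (-0.01) and Kdm5c (0.01) changed by less than their standard errors. These values do not include E18.5.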

Although many of the corresponding genes appear to be stably expressed during oocyte growth, there was substantial up-regulation of *Kdm1b*, *Dnmt1* and particularly *Dnmt3L*, whose transcripts appear first in 10–30 μm oocytes (Additional file 3: Fig. S6). These transcript dynamics are consistent with the reported appearance of KDM1B and DNMT3L proteins during oocyte growth [21, 30].

### DNA methylation kinetics in relation to transcription events

Although the global results above do not support a major role for activation of specific transcription units in the timing of de novo methylation, we performed several additional analyses to investigate in more detail possible relationships between transcription events and temporal control of methylation. We compared the methylation level of multiexonic reference genes and multiexonic novel genes, reasoning that the reference genes are generally expressed from earlier time points in oocyte growth (Fig. 4a). For this, we selected genes ≥4 kb in length (as shorter genes are unmethylated across much of their length) and set an expression threshold of ≥2 FPKM (to mitigate an effect of expression level). In this comparison, reference genes as a set have accumulated more methylation in 60–65 µm oocytes (Fig. 5a). Level of expression could still contribute to this effect, as novel genes are less highly expressed [6]: for the genes we included above 2 FPKM, median FPKM values were 11.4 and 3.9 for reference and novel genes, respectively. Indeed, there was a positive correlation between gene body methylation and expression level in 60–65 µm oocytes, particularly for reference genes, although the relationship plateaus for more highly methylated gene bodies (Fig. 5b). 

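Gene body methylation in the PBAT library was compared with mean RPKM at 60–65 μm over 18061 reference genes of at least 4 kb with at least 10 positions of at least 5 reads. Spearman's correlation was 0.528 and Pearson's correlation with log10(RPKM + 1) was 0.356, each with p = 1e-05 in a two-sided permutation test, the smallest that 100000 resamples can give. The correlations are across genes, which are not independent replicates. Mean methylation was 12.5% in the 7241 genes below 0.1 RPKM, 23.6% from 0.1 to 0.5, 31.5% from 0.5 to 1, 33.8% from 1 to 2 and 34.4% from 2 to 5 RPKM, and then fell, to 32.7% from 5 to 10, 30.7% from 10 to 20, 25.4% from 20 to 50 and 21.1% in the 153 genes at 50 RPKM or more. Among genes of at least 1 RPKM, a subset chosen after these values were seen, Spearman's correlation was -0.129 over 7512 genes. Without the first 2 kb of each gene, it was 0.651 over 17080 genes at any expression and -0.0978 over 7121 genes of at least 1 RPKM.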

We also considered whether genes exceeding an expression threshold earlier during oocyte growth acquire methylation sooner, and this appeared to be the case (Fig. 5c). 

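Genes were grouped by the first size class in which their mean expression passed 1 RPKM. In 60–65 μm oocytes, the bodies of the 7487 genes past it at 10–30 μm had a mean PBAT methylation of 32.2%, and those of the 562 genes first past it in a later class had 33.7%. The difference of -1.49 percentage points had p = 0.0308 in a two-sided permutation test across genes, and it was -2.28 without RNA-seq replicate B and -0.607, no longer past the threshold of 0.05, without A. By class, the mean was 35.2% for the 181 genes first past the threshold at 40–45 μm, 34.8% for 206 at 50–55 μm and 30.8% for 175 at 60–65 μm, against 16.1% for genes that passed it neither in these classes nor in GV oocytes. The direction depended on the setting. The difference was -3.79 percentage points with a threshold of 2 RPKM and -2.03 with genes of all lengths. With a threshold of 0.5 RPKM the earliest genes were 1.67 percentage points higher, and when the first 2 kb of each gene were left out, an alternative added after these values were seen, they were 6.85 percentage points higher.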

Again, however, it is difficult to separate out an effect of gene expression level, as genes crossing the threshold earlier are also more highly expressed in 60–65 µm oocytes (Fig. 5d). 

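Genes that passed 1 RPKM at 10–30 μm had a median of 4.24 RPKM at 60–65 μm, and those that passed it in a later class had 1.43. Within bands of expression at 60–65 μm, the difference in gene body methylation between the early and the later genes was -0.0137 percentage points from 1 to 2 RPKM (1222 and 406 genes, two-sided permutation p = 0.988) and 2.1 percentage points from 2 to 5 RPKM (2447 and 130 genes, p = 0.136). From 5 to 10 RPKM it was -16.2 percentage points, with only 10 genes in the later group and 1662 in the early group (permutation p = 6.4e-04). With Benjamini-Hochberg adjustment over these 3 permutation tests, the values were 0.988, 0.204 and 0.00192.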

An effect on host gene expression was apparent for intragenic CGIs that gain methylation during oocyte growth, although the differences between groups were not significant (Fig. 5e). 

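For CpG-dense regions inside a gene and at least 1 kb from its start, with at least 10% methylation in the 60–65 μm RRBS libraries, PBAT methylation and host gene RPKM had a Spearman correlation of 0.0928 (2094 regions, permutation test, two-sided p = 2e-05). The correlation is across regions, which are not independent replicates. Median host gene expression was 1.03 RPKM for the 231 regions with less than 25% methylation, 1.76 RPKM for 568 regions with 25 to 50%, 2.57 RPKM for 1003 regions with 50 to 75% and 1.83 RPKM for 292 regions with 75% or more. With regions required to have at least 25% in RRBS the correlation was -0.00931.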

We also examined whether the extent of methylation of these CGIs in 60–65 µm oocytes reflected whether they were active TSSs at an earlier stage (E18.5 NGOs). Indeed, CGIs previously acting as TSSs had gained less methylation on average than non-TSS-CGIs (Fig. 5f). This analysis was performed with the PBAT data set, as RRBS data have limited coverage of gene bodies. 

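Restricted to regions with at least 10% methylation in PBAT, RRBS methylation of intragenic CpG-dense regions and RPKM of the host gene in the same size class had a Spearman correlation of 0.257 at 50–55 μm (1916 regions) and 0.334 at 60–65 μm (2580 regions), each with p = 1e-05 in a two-sided permutation test, the smallest it can give. Adjusted with Benjamini-Hochberg over these 2 correlations and the one of PBAT, it was 1.5e-05. In 60–65 μm oocytes the median host gene had 0.343 RPKM for the 858 regions with less than 25% methylation and 2.09, 2.49 and 1.68 RPKM for regions with 25 to 50%, 50 to 75% and at least 75%. In 50–55 μm oocytes the medians were 1.08 RPKM below 25% (1176 regions), 2.24 RPKM from 25 to 50% (640 regions), 1.82 RPKM from 50 to 75% (76 regions) and 1.53 RPKM for at least 75% (24 regions). For regions with at least 25% in PBAT, the correlation was 0.0131 at 50–55 μm (1414 regions) and 0.0581 at 60–65 μm (1907 regions).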

When we compared DNA methylation of intragenic CGIs in 50–55 and 60–65 µm RRBS data sets with expression levels of overlapping genes in the corresponding RNA-seq datasets, we obtained similar results to the PBAT data (Additional file 3: Fig. S7).

**Fig. 5:**
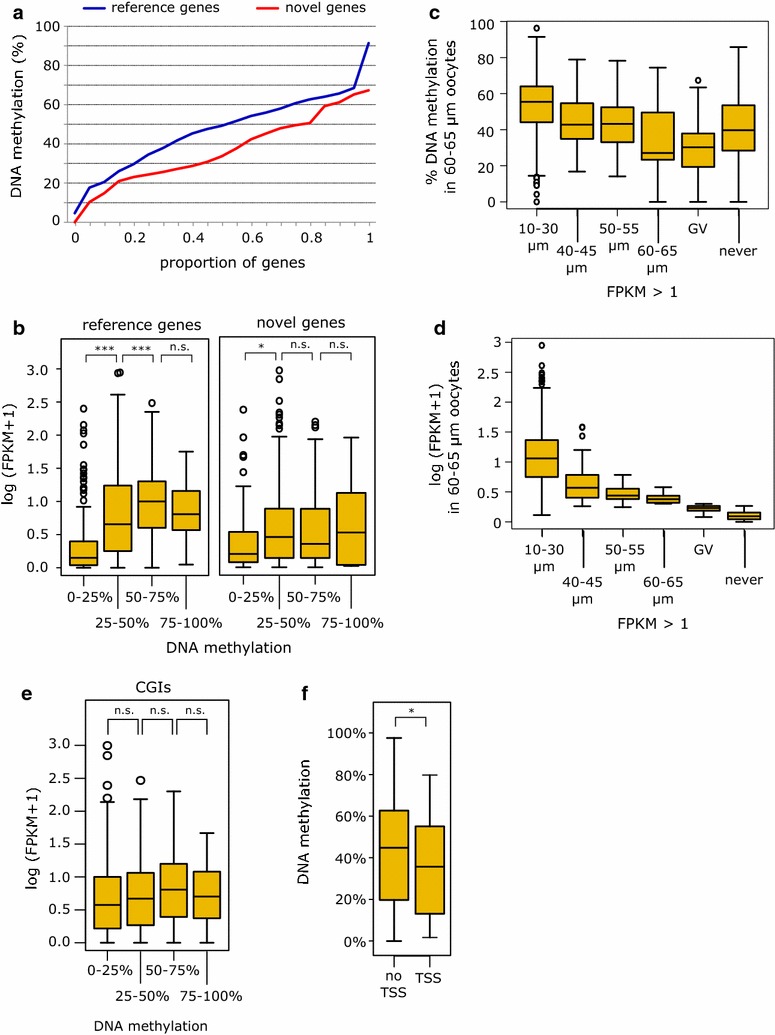
Gene body and CpG island methylation kinetics in relation to transcription. **a** Cumulative distribution plot of methylation level of reference and novel genes (≥4 kb in length and ≥2 FPKM) in 60–65 µm oocytes (PBAT dataset). The numbers of reference and novel genes satisfying the criteria for analysis were 105 and 32, respectively. **b** *Box whisker plots* of methylation of gene bodies of reference (1396) and novel (373) genes in relation to expression level in 60–65 µm oocytes. **c** *Box whisker plot* showing methylation level of CGIs in 60–65 µm oocytes grouped according to the stage in oocyte growth that expression of overlapping gene attained the threshold of >1 FPKM in the RNA-seq datasets. **d** *Box whisker plot* showing the corresponding data from expression level in 60–65 µm oocytes. The numbers of genes in (**c**) and (**d**) are: 1013 for 10–30 µm oocytes, 76 for 40–45 µm, 70 for 50–55 µm, 47 for 60–65 µm, 57 for GV and never 289. **e** Methylation level of intragenic CGIs (CGIs fully methylated in GV oocytes) in relation to expression level of the corresponding gene in 60–65 µm oocytes. The numbers of CGIs analysed in each methylation category (from lowest to highest) are: 269, 210, 281 and 50. **f** Methylation in 60–65 µm oocytes of CGIs (CGIs fully methylated in GV oocytes) according to prior activity as TSS as determined in e18.5 oocytes: 112 TSS-CGIs and 1229 non-TSS-CGIs. *Asterisks* denote *p* values of Student’s t test: *0.01–0.001, **0.001–0.0001, ***<0.0001

Changes in TSS use could reflect changes in binding of sequence-specific TFs at these sites, possibly as a consequence of down- or up-regulation of these factors during oocyte growth. In this context, it has previously been reported that the CGCGC consensus site of E2F1 and E2F2 is enriched in intragenic CGIs that are completely resistant to de novo methylation in oocytes [31]. Accordingly, we used the motif analysis package DREME [32] to identify motifs differentially enriched in CGIs with different levels of methylation in 60–65 µm oocytes. We searched for motifs enriched in late-methylated CGIs (≤25%) compared to CGIs with 25–50, 50–75 and ≥75% methylation, as well as for motifs enriched in early-methylated CGIs (≥75 and 50–75% methylation) compared to late-methylated CGIs (Fig. 6a). There were no motifs enriched in early-methylated CGIs compared to CGIs gaining methylation later, suggesting that there is no sequence motif targeting methylation to specific CGIs. On the other hand, we found motifs significantly enriched in late-methylated CGIs. Considering the comparison between ≥75% methylated and ≤25% methylated CGIs as likely to give the greatest discriminating signal, there were 21 sequence motifs with a significant difference in enrichment, three of which correspond to binding sites of known TFs (Fig. 6b; Additional file 8: Table S7). Of these, the most significant motif C(C/G/T)CCGCC (p value = 7.4 × 10^−13^) was detected in 55% of the late-methylating CGIs but only 9.5% of the early-methylating CGIs. We repeated the analysis with the MEME motif analysis package [33] to search for longer motifs than DREME. Again, the significantly enriched motifs were found only in late-methylated CGIs compared to CGIs with methylation of 50–75 and ≥75%. Late-methylated CGIs appear to be enriched in G-rich motifs; however, these motifs are also present in 50% or more of the early-methylating CGIs (Additional file 3: Fig. S8).

**Fig. 6:**
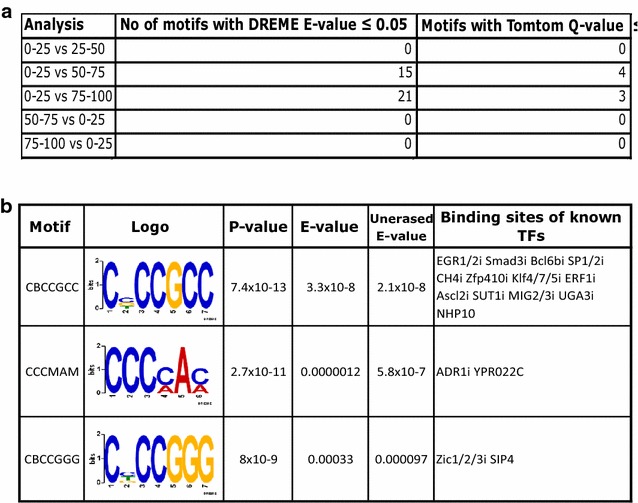
Motifs differentially enriched in early- and late-methylating CpG islands. **a** Summary of results of DREME analysis identifying motifs differentially enriched in CGIs that become fully methylated in GV oocytes grouped according to methylation level in 60–65 µm oocytes. Codes 0–25, 25–50, 50–75 and 75–100 represent CGIs with corresponding percentage methylation in 60–65 µm oocytes. The numbers of CGIs in each category are 470, 329, 384 and 63, respectively. **b** DREME motifs significantly enriched in CGIs methylated ≤25% in oocytes compared with ≥75% methylated CGIs that correspond to binding site motifs for known TFs. In motif sequence, *B* = C/G/T and *M* = C/A. *P* value and *E* values are as defined by DREME and binding sites as identified by Tomtom

### CGI methylation in relation to chromatin state

Since transcription does not appear to be an overriding factor in the differential timing of CGI methylation, we examined the influence of specific histone post-translational modifications, given the likely importance of chromatin state in recruitment of the DNMT3A:DNMT3L complex. We divided CGIs that become fully methylated (≥75%) in GV oocytes into levels of methylation attained in 60–65 μm oocytes and assessed the enrichment of histone modifications as determined by chromatin immunoprecipitation and sequencing (ChIP-seq) in NGOs (isolated at E18.5) and early growing oocytes (post-natal day p10) [20]. Of the modifications implicated in promoting or antagonising DNA methylation, levels of H3K36me3 showed a positive correlation with DNA methylation level; H3K4me2 and H3K4me3, conversely, were negatively correlated (Fig. 7a, all p values <1 × 10^−10^). We then looked whether there was a relationship with dependence on the H3K4me2 demethylases KDM1A and KDM1B. We have previously shown that loss of KDM1B, in particular, affects the methylation level acquired in MII oocytes of many CGIs, but there is a considerable variation in the magnitude of the dependency [20]. Therefore, we compared the change in DNA methylation of CGIs in oocytes deficient in KDM1A or KDM1B with level of methylation in wild-type, 60–65 μm oocytes, which showed that later-methylating CGIs (i.e. less methylation in 60–65 μm oocytes) are most dependent on KDM1A or KDM1B to become fully methylated in MII oocytes (Fig. 7b). 

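The early-methylating example, at 105405547 to 105405965 on chromosome 7 of GRCm38 in Cnga4 as measured from the bar in the figure, had 84.5% methylation in PBAT over 28 positions with at least 5 reads. Its 226 calls gave a pooled value of 85.0% with a 95% Wilson confidence interval of 79.7 to 89.0%. The late-methylating example, at 52952590 to 52953431 on chromosome 1 in 1700019D03Rik, had 12.5% over 27 positions, and its 190 calls gave 11.6% with an interval of 7.77 to 16.9%. By RRBS it had 0.161% ± 0.228 (SD, n = 2) at 40–45 μm, 0.614% ± 0.716 at 50–55 μm and 7.99% ± 2.97 at 60–65 μm. RRBS covered the early example only in 1 library, with 2 positions.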

Examples of early- and late-methylating CGIs in relation to H3K4me2 level and KDM1B dependence are shown in Fig. 7c.

**Fig. 7:**
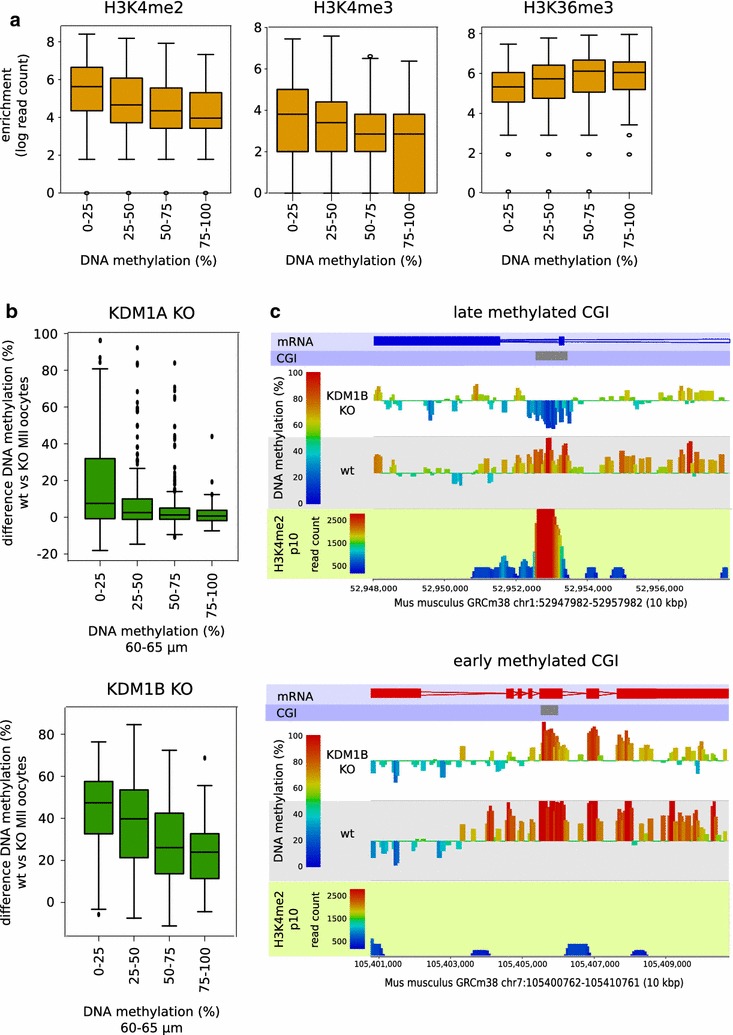
CpG island methylation kinetics in relation to chromatin parameters. **a** *Box whisker plots* showing enrichment (log-transformed corrected read count) of H3K4me2, H3K4me3 and H3K36me3 at CGIs in relation to DNA methylation in 60–65 µm oocytes (PBAT data). The ChIP-seq data shown are from p10 oocytes; similar trends were observed in ChIP-seq data from e18.5 oocytes. Pearson’s correlation coefficients are: −0.293 for H3K4me2, −0.173 for H3K4me3, 0.240 for H3K36me3. The numbers of CGIs analysed in each methylation category (from lowest to highest) were: 464, 327, 382 and 63. **b** *Box whisker plots* showing the degree of DNA methylation change at CGIs in *Kdm1a*- and *Kdm1b*-null MII oocytes in relation to methylation in 60–65 µm oocytes. Pearson’s correlation coefficients are: −0.296 for *Kdm1a* and −0.357 for *Kdm1b*. The numbers of CGIs analysed in each methylation category (from lowest to highest) were: 244, 185, 255 and 28 for *Kdm1a*, and 270, 199, 268 and 31 for *Kdm1b*. **c** Browser screenshots of a representative early-methylating and late-methylating CGI (84.2 and 12.2% methylation in 60–65 µm oocytes, respectively) in relation to p10 H3K4me2 enrichment and DNA methylation attained in wild-type (WT) or *Kdm1b*-null MII oocytes

### Modelling factors determining rate of CGI methylation

To test the extent to which the above variables, alone or in combination, account for the differential timing of CGI methylation in growing oocytes, we applied several regression models. We considered up to nine independent variables, including the three transcription factor binding motifs significantly enriched in the late-methylating CGIs (Table 1), with methylation level in 60–65 µm oocytes as response variable. As all the variables except GC content are in statistically significant linear relationship with the response variable, we first tested how much of the methylation variation could be attributed to each of the variables alone in simple linear regression models. H3K4me2 enrichment at p10 and dependence on KDM1B and KDM1A explained the highest proportion of the variability in the methylation data: 11.2, 10.5 and 9.7%, respectively.

**Table 1:** Linear regression models explaining DNA methylation level at CGIs in 60–65 µm oocytes

Variable	Simple linear regression		Lasso regression
	Significance (*p* value)	% variability explained	Coefficient value in the most regularised model^b, c^
H3K4me3 enrichment, p10 ChIP-seq	2.34 × 10^−6^	4.8	N/A
H3K4me2 enrichment, p10 ChIP-seq	2.88 × 10^−13^	11.2	−0.132
H3K36me3 enrichment, p10 ChIP-seq	8.21 × 10^−8^	6.2	0.050
KDM1A dependence	1.1 × 10^−11^	9.7	−0.132
KDM1B dependence	1.5 × 10^−12^	10.5	−0.106
CpG density	0.000767	2.5	N/A
%GC content	0.169199	0.9	N/A
Transcription level (log-transformed)	0.000297	2.9	N/A
Enriched motif occurences (CBCCGCC, CCCMAM, CBCCGGG^a^)	3.97 × 10^−8^	6.5	−0.019

Simple linear regressions (variables tested individually) and multiple linear regression (variables tested together) modelling the relationship between explanatory variables and DNA methylation level at CGIs in 60–65 µm oocytes. The outcome of the model is presented as a proportion of the variability in DNA methylation level at CGIs in 60–65 µm oocytes explained by the variables

^a^See Fig. 6a for motifs details. These three motifs were selected as they represent binding sites of known proteins

^b^Coefficients of variables in the model selected after software cross-validation of models as the most regularised model. These coefficients correspond to the values on y axis in Fig. 8. N/A marks variables that are not included in the model

^c^The Lasso regression model including the 5 variables indicated in the column accounts for 18.5% of the variation

Because of the multicollinearity amongst independent variables (e.g. high correlation between transcription level and H3K36me3 enrichment, or between H3K4me2 and H3K4me3 enrichments), we could not test the combination of all variables in a classical multiple linear regression model. Instead, we applied linear modelling approaches correcting for multicollinearity—Ridge, Lasso and ElasticNet regressions—and looked for the best fit. Lasso and ElasticNet regression models using all nine variables explain 23.14% of the variability (Fig. 8). However, the cross-validation of models, where individual independent variables are added one by one to the model, in each step adding the variable that explains the highest proportion of the variability, revealed that H3K4me2 enrichment, KDM1A and KDM1B dependency, H3K36me3 enrichment and the presence of TF binding motifs are sufficient for the model, explaining 18.5% of the variability (Table 1). Although the remaining variables increase the explained proportion of methylation variability, they also increase the noise level and therefore do not statistically improve the model. We also tested other regression modelling approaches not requiring the linear relationships, such as polynomial regression; however, the fit of the models was not improved.

**Fig. 8:**
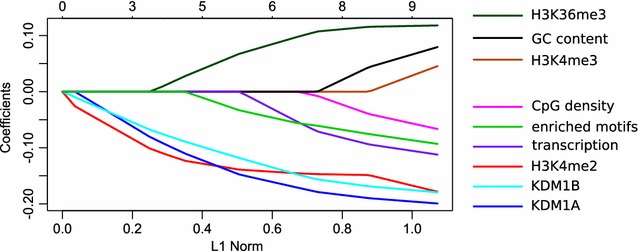
Modelling factors determining rate of CpG island methylation. Lasso regression model plot showing the effect of nine independent variables on variability of CGI methylation in 60–65 µm oocytes. *Each line* represents one of the variables. The earlier the line deviates from the *horizontal line* with coefficient 0.0, the more the corresponding variable contributes to the variability of the response variable, and the steeper the slope the greater the effect. If the steepness of the slope of one variable already in the model changes when a new variable comes into the model, it is a sign of correlation between two independent variables

## Discussion

DNA methylation in the mouse oocyte depends upon DNMT3A and DNMT3L is primarily over gene bodies and largely determined by transcription, but these global dependencies could obscure sequence-specific requirements or the involvement of additional factors at specific elements. By capturing oocytes in the mid-phase of de novo methylation, we find that all sequence features gain CpG methylation at similar rates overall, including most classes of TEs, suggesting a universal rather than a feature-specific targeting mechanism. CGIs as a whole and a subset of L1 elements gain methylation later, however. In relation to CGIs, this relative delay might reflect that they are marked by default with histone modifications antagonistic to DNA methylation, such as H3K4me2/me3, and younger L1 elements may be suppressed by histone modifications inhibitory to DNA methylation. Amongst CGIs, however, there are reproducible differences in time of onset and/or progression in de novo methylation. This finding, at the genome-wide scale, substantially extends earlier studies on limited numbers of imprinted gDMRs [12–14] and suggests that CGIs destined for methylation initially exist in different states of permissiveness. There are a number of factors that could contribute to this asynchrony. Nuclear availability of DNMT3A [34] and DNMT3L is an absolute requirement, and DNMT3L is potently up-regulated during oocyte growth. A study in which DNMT3A2 and DNMT3L were precociously expressed in oocytes was not able to induce methylation of imprinted gDMRs in NGOs however, but did advance methylation of some gDMRs in growing oocytes [30], indicating that some loci are in a state permissive for methylation earlier than others.

Having established a major role for transcription in conferring the DNA methylation landscape of the oocyte, including at CGIs [5–7], we reasoned that timing of transcription events could influence timing of methylation. In fact, we did not find strong evidence to support this proposition. Despite substantial transcriptional changes during initial stages of oocyte growth, most changes occur well in advance of the onset of methylation, indicating that remodelling of the oocyte transcriptome is not a rate-limiting step in determining permissiveness of individual loci. We did find a positive correlation between expression and methylation however, so more highly expressed gene bodies on average gain methylation earlier than less highly expressed genes; this effect could be mediated through transcription-depending chromatin remodelling, including deposition of H3K36me3, whose levels over gene bodies scale with expression in oocytes [20]. A caveat to our analysis is that we used transcript abundance as measured by RNA-seq as a proxy for transcription, rather than directly determining active transcription events. This is because methods have not been developed to allow nascent transcription (such as by NET-seq) to be mapped in small numbers of cells. However, at the very least, the RNA-seq data allow us to determine the time that genes are first transcribed during oocyte growth.

To explain the difference in onset of methylation at CGIs, we considered the contributions of up to nine variables for which data were available. In combination, these variables explain about a fifth of the variation in timing of methylation establishment, with chromatin factors—H3K4me2 enrichment, KDM1A dependence and KDM1B dependence—having the greatest individual effects. There may be several reasons that we are not able to account for more of the variation at this time, apart from unknown factors not included in the modelling. One reason might be the relative imprecision in some of the data types; for example, low-cell ChIP-seq data for histone modifications in growing oocytes are inherently noisy, being at the limits of the capability of this method, and will have missing values at some CGIs. In comparison, PBAT data from *Kdm1a*- and *Kdm1b*-null MII oocytes are likely to be more precise. Therefore, it is reassuring that the magnitude of the individual effects of H3K4me2 enrichment and KDM1B dependence is so similar, since these are likely to be partially dependent variables given that we previously concluded that KDM1B is the major locus-specific H3K4me2 demethylase in oocytes [20]. It was previously suggested that KDM1B may be required to allow methylation of imprinted gDMRs that acquire methylation late in oocyte growth [21]; our genome-wide analysis and modelling partly support this earlier inference.

Gross sequence composition accounts for little of the variation in CGI methylation timing. Although CpG density is a determinant of H3K4me2 enrichment at CGIs, CGIs destined for methylation in oocytes are relatively depleted of H3K4me2 irrespective of CpG density [20]. Several sequence motifs, however, were differentially represented in early- and late-methylating CGIs. Individually, these motifs are not as discriminating as the ZFP57 binding site in imprinted gDMRs [35] that ensures retention of methylation after fertilisation, or the E2F1/E2F2 motif enriched in CGIs that escape DNA methylation in oocytes [31]. When combined, the three motifs for known TFs explain about half as much of the variation in methylation onset as do each of the chromatin factors. These motifs correspond to binding sites for 15 TFs expressed at varying levels in oocytes. 

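Of the genes that Table S8 of the paper gives as transcription factors, 7 had RPKM values high enough to be tested between 10–30 and 60–65 μm oocytes. Whether each listed symbol, such as Etf1, is the factor that binds the motif was not tested. Smad3 rose from 7.15 ± 1.45 (SD, n = 2) to 15.8 ± 1.15 RPKM, a log2 fold change of 1.15 (SE 0.13, adjusted p = 1.19e-04 in limma with Benjamini-Hochberg adjustment). Klf4, Egr1, Klf7 and Sp1 rose by 0.83, 0.65, 0.42 and 0.32 on the log2 scale, with adjusted p values between 0.0134 and 0.0269 by the same test, but Klf4 and Egr1 stayed below 1 RPKM in every library. The rises came more from replicate A, since without A they were 0.33, 0.34, 0.29 and 0.21 in the same order, and without B 1.32, 0.96, 0.56 and 0.44. Zfp410 changed by -0.25 (adjusted p = 0.106 in limma) and Etf1 by 0.04 (adjusted p = 0.788), with a sign that reversed without replicate B. Ascl2 went from 0.154 ± 0.0414 to 0.0135 ± 0.0143 RPKM and Sp2 from 0.389 ± 0.163 to 0.234 ± 0.0239 RPKM, and neither entered the test. Egr2, Bcl6b, Klf5, Zic1 and Zic2 were at 0.108 RPKM or less on average at 60–65 μm. For the factors E2F1 and E2F2, E2f2 rose by 0.91 (adjusted p = 0.00440 in limma), or by 0.51 without A and 1.31 without B, and E2f1 by 0.32 (adjusted p = 0.0758 in limma), or by 0.06 and 0.58. Over the other settings of the test the adjusted p of E2f1 lay between 0.0496 (DESeq2) and 0.0932.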

Although some of their transcripts are down-regulated during oocyte growth (Additional file 9: Table S8), it is not possible at this stage to conclude whether the dynamics of any of these TFs underlies the differential methylation onset of the CGIs.

By capturing the progression of methylation, we also reveal other important aspects of de novo methylation in an in vivo setting, extending the significance of studies done in models such as ESCs. For example, we identify a co-operativity and nucleosomal pattern of DNMT3A action similar to that observed in ESCs [28]. Non-CpG methylation has been described as a property of oocytes as well as other non-dividing cells [11, 29, 36], but remains an enigmatic modification. Even in oocytes, in which methylation globally at CHG and CHH sites exceeds that at CG sites, few non-CpG sites are methylated (genome-wide average methylation of CHGs is 3.9%, and CHHs are 3.0% compared with 38.7% at CG sites as quantified with our parameters using published data [11]), with sites methylated mostly only to intermediate levels; moreover, CHH/CHG methylation is highly associated with domains of CpG methylation. Combined with its very much later onset, this suggests that CHG/CHH methylation is largely a by-product of sustained DNMT3A activity. Finally, DNA methylated domains not associated with transcribed regions are also late in acquiring methylation, suggesting that they require additional remodelling steps or a distinct mechanism of de novo methylation.

## Conclusions

The mammalian oocyte provides an important model to understand DNA methylation mechanisms, because an entire methylation landscape is established de novo in a non-dividing cell. Epigenetic remodelling events culminate in a distinctive DNA methylation landscape, including the programmed methylation of a defined set of CGIs, mostly associated with transcription units. Despite the simplicity of the methylation landscape, various sequence elements are not co-ordinately methylated, with pronounced asynchrony in methylation of CGIs. In this study, we generated methylation and transcriptome data sets to test whether timing of transcription events explained asynchrony of CGI methylation; however, our results do not support transcriptional transitions as a major factor in time of onset of methylation. By incorporating data on chromatin state, TF binding motifs and the effect of deficiency in H3K4 demethylases, we could account for a substantial fraction of variation in CGI methylation timing, suggesting that sequences least dependent on chromatin remodelling are the earliest to become permissive for methylation.

## Methods

### Isolation and size selection of growing oocytes

Oocytes were collected from C57BL/6Babr mice. Ovaries were removed and digested for 30 min at 37 °C in 1× PBS containing 2 mg/ml collagenase (Sigma-Aldrich, C2674) and 0.025% trypsin (Sigma-Aldrich, 93615). M2 medium (Sigma-Aldrich, M7167) was added to dilute the digestion mix, and oocytes were picked up with a mouth-controlled drawn-out glass pipette. To eliminate contaminating somatic cells, oocytes were washed extensively in clean drops of M2 medium. A stage micrometre was used in combination with an eyepiece reticle to measure sizes of oocytes. Mice of post-natal days p5–7, p7–12, p9–14 and p13–16 were used to collect oocytes of 10–30, 40–45, 50–55 and 60–65 µm in diameter, respectively; GV oocytes were collected at p20.

### Generation of PBAT and RRBS libraries

RRBS libraries were generated, in duplicate, from ~450 to 550 oocytes per size-selected population, as previously described [7], but without the gel-extraction step. Briefly, DNA was spiked with a small amount of lambda DNA (0.05 pg per 6 ng genomic DNA) for bisulphite conversion control, digested with MspI (Thermo Fisher Scientific, ER0541), end-repaired (Klenow fragment exo-, Thermo Fisher Scientific, EP0421, with 10 nM dATP, 1 nM dCTP and 1 nM dGTP) and ligated with 5mC-adapters (Illumina) with T4 ligase (Thermo Fisher Scientific, EL0014). Bisulphite conversion was done using the EZ DNA Methylation-Direct Kit (Zymo Research, D5020), and DNA was amplified by 18 cycles of PCR using PfuTurbo Cx Hotstart DNA polymerase (Agilent, 600410). Libraries were purified using SPRI beads (Agencourt, A63880) and sequenced 40 bp single end on an Illumina Genome Analyzer IIx. The PBAT library was constructed from 200 60–65 µm oocytes as previously described [20] and sequenced 100 bp paired end on an Illumina HiSeq 1000.

### Generation of strand-specific RNA-seq libraries

Strand-specific RNA-seq libraries were generated as previously described [6] and sequenced 100 bp paired end on an Illumina HiSeq 1000. The numbers of oocytes used per library are listed in Additional file 5: Table S4.

### Conventional bisulphite sequencing

Bisulphite sequencing was performed essentially as previously described [29] using DNA from ~100 to 200 oocytes plus 50 ng lambda DNA spike-in for each bisulphite conversion using the EZ DNA Methylation Kit (Zymo Research, D5001). Bisulphite-converted DNA from >30 oocytes was used for each PCR amplification; primers are listed in Additional file 10: Table S9. PCR products were cloned using pGEM-T Easy Vector Systems (Promega, A1360) and sequenced with the universal M13 primer. Experiments were done in duplicate for each size group and results combined.

### Mapping sequence reads

RRBS reads were trimmed to remove poor quality calls and adapters using Trim Galore v0.3.5 (parameters –rrbs) and mapped to the mouse genome GRCm38 assembly by Bismark [37] v0.14.0 (options –phred64-quals). For PBAT data, trimmed reads (Trim Galore v0.3.5 using default parameters) were first aligned to GRCm38 in paired-end mode to count overlapping parts of the reads only once while writing out unmapped singleton reads; in a second step remaining singleton reads were aligned in single-end mode. Alignments were carried out with Bismark v0.10.0 with the following parameters: –pbat for paired-end mode, –pbat for single-end mode for read 1 and default parameters for single-end mode read 2. Reads were then deduplicated with Bismark selecting a random alignment for positions covered more than once. CG, CHH and CHG methylation calls were extracted using the Bismark methylation extractor (v0.10.0) with the parameters: –no_overlap –report –ignore 4 –ignore_r2 4 for paired-end mode and –report –ignore 4 for the single-end mode. Published bisulphite-sequencing data were processed as described previously [6]. Raw RNA-seq reads were trimmed to remove poor quality calls and adapters using TrimGalore v.0.2.8 and mapped to GRCm38 using TopHat v.2.0.9 (option –g 1).

### Data analysis and modelling

We used reference and oocyte transcriptomes defined previously [6], including the definition of novel genes and novel TSSs of known genes, coordinates of CGIs, imprinted gDMRs, TEs and methylation domains. CGIs and TEs were used for methylation analyses if the minimum number of reads to count a position/minimum number of positions to count a probe were 5/5 for CGIs, 5/3 for all TEs and 3/3 if only methylated or unmethylated TEs were analysed. Otherwise, informative Cs refers to one covered by a minimum of 5 reads. Concordance of methylation of adjacent CpGs was quantified using custom Perl scripts, using CpGs with ≥5 reads. Expression of transcripts was quantified using Cufflinks v2.1.1 with –G option. Expression of genes was determined as a sum of FPKM values of all transcripts per gene. Expression of upstream TSSs and FPKM cut-off values to discriminate expressed and silent transcripts was defined as previously [6]. A gene was classified as expressed if at least one of its isoforms was classified as expressed. A gene/TSS was classified as activated at a specific stage if it was classified as expressed in both replicates of that stage, as silent in both replicates in previous stages and as expressed in both replicates in subsequent stages. DNA methylation, RNA-seq and ChIP-seq data were analysed using SeqMonk v0.29.0–0.34.0. PC analysis and statistical analyses were performed in R v.3.0.2. Motif enrichment analysis was performed using DREME [32] and MEME [33] within the MEME suite v4.11.1 with default parameters specifying list of control sequences. Enriched motifs were directly submitted to Tomtom [38] within the MEME suite using default parameters. Regression modelling the relationship between CGI methylation in 60–65 µm oocytes and the variables listed in Table 1 was performed in R v.3.0.2 using CGIs with all information available. Function lm was used for linear regression, package glmnet for Lasso, Ridge and ElasiticNet regression, including cross-validation of models. Values of response and independent variables were normalised to mean 0 and standard deviation 1. GO analysis was performed using GOrilla [39] with specifying all genes expressed in the oocytes as a background.

## Additional files

**Additional file 1: Table S1.** Sequencing statistics for PBAT and RRBS libraries from size-selected oocytes.

**Additional file 2: Table S2.** Methylation levels of all CpGs and various genomic features that become methylated in GV oocytes in NGO, 60–65 µm and GV oocytes.

**Additional file 3: Figure S1.** Progression of DNA methylation at transposable elements (TEs) during oocyte growth, complements Fig. 1. **Figure S2:** Methylation parameters in 60–65 µm oocytes, including comparison of PBAT and RRBS data sets. **Figure S3.** PCA plots for oocyte mRNA-seq libraries. **Figure S4.** Differentially expressed genes between consecutive oocyte size populations. **Figure S5.** GO analysis of genes up-regulated >50-fold between e18.5 and GV oocytes. **Figure S6.** Graph showing expression levels over oocyte growth of transcripts for Dnmts, Kdm1s and Kdm5s, and SetD2. **Figure S7.** Methylation level of intragenic CGIs in RRBS datasets in relation to expression level of the corresponding gene. **Figure S8.** MEME output of search for motifs enriched in late-methylated CGIs.

**Additional file 4: Table S3.** CG, CHG and CHH methylation levels in NGO, 60–65 µm and GV oocytes.

**Additional file 5: Table S4.** Sequencing statistics for ssRNA-seq libraries from NGO, size-selected and GV oocytes.

**Additional file 6: Table S5.** Numbers of genes detected in ssRNA-seq libraries.

**Additional file 7: Table S6.** Genes up-regulated ≥50 from e18.5 to 10–30 µm oocytes and from E18.5 to GV oocytes.

**Additional file 8: Table S7.** Output from DREME analysis of sequence motifs differentially represented in early- and late-methylating CpG islands.

**Additional file 9: Table S8.** Expression levels of transcription factors with binding motifs enriched in CGIs with low methylation level in 60–65 µm oocytes.

**Additional file 10: Table S9.** PCR primers sequences for conventional bisulphite sequencing of selected CGIs.

## Abbreviations

*Cdh15*: cadherin 15 gene
CGIs: CpG islands
ChIP-seq: chromatin immunoprecipitation with high-throughput sequencing
DNMT3A/B/L: DNA methyltransferase 3A, 3B or 3L
DREME: discriminative regular expression motif elicitation
E18.5: embryonic day 18.5
E2F1/2: E2F transcription factor 1 or 2
ERVK: endogenous retrovirus, K family
ESC: embryonic stem cell
FDR: false discovery rate
FPKM: fragments per kilobase per million mapped reads
gDMR: germline differentially methylated region
GO: gene ontology
GV: germinal vesicle
H3K4: histone 3 lysine residue 4
H3K4me2/me3: di- or trimethylated H3K4
H3K36me3: trimethylated H3K36
*Igf2r*: insulin-like growth factor 2 receptor
KDM1A/1B: lysine demethylase 1A or 1B
KDM5: lysine demethylase 5 family
LINE: long interspersed nuclear element
LTR: long-terminal repeat
MII: metaphase II
MEME: multiple expectation maximisation (EM) for motif elicitation
NET-seq: native elongating transcript sequencing
NGO: non-growing oocytes
*Oas1d*: 2′,5′-oligoadenylate synthetase 1-like D, gene
OBOX1/2/5: oocyte-specific homeobox 1, 2 or 5
*Omt2b*: oocyte maturation, beta, gene
OOEP: oocyte-expressed protein
*Oosp1*: oocyte-specific protein 1, gene
P10: post-natal day 10
PC: principal component
PBAT: post-bisulphite adapter tagging
RRBS: reduced representation bisulphite sequencing
RNA-seq: RNA sequencing
SEBOX: skin–embryo–brain–oocyte-specific homeobox
SETD2: SET domain-containing 2
SINE: short interspersed nuclear element
TE: transposable element
TF: transcription factor
TLE6: transducing-like enhancer of split
TSS: transcription start site
*Zac1*: zinc finger protein regulating apoptosis and cell cycle arrest, gene
ZFP57: zinc finger protein 57
ZP1, 2, 3: zona pellucida glycoprotein 1, 2 or 3

How the deposited data were processed for this re-analysis (not part of the article)

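Mouse oocytes were sorted by diameter, and 16 samples were used. The methylation samples were RRBS libraries in duplicate for the 40–45, 50–55 and 60–65 μm size classes and 1 PBAT library for the 60–65 μm class. The RNA-seq samples were libraries in duplicate for the 10–30, 40–45, 50–55 and 60–65 μm classes and 1 column of values for GV oocytes. Table S4 of the paper gives 841 to 1612 oocytes per RNA-seq library of growing oocytes. Replicates carry the letters A and B, and neither the sample labels nor the paper gives a batch.

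For the methylation libraries the authors trimmed the reads with Trim Galore, aligned them to GRCm38 with Bismark, first as pairs and then as single reads for PBAT, and removed duplicate reads from the PBAT library. They deposited, for each CpG cytosine with at least 1 read, the percent of methylated calls. The deposited files also give the count of methylated and the count of unmethylated calls at each such cytosine, with the strands listed apart, no smoothing and no pooling of replicates. The positions listed for chromosomes 1 to 19 and X all lay on CpG cytosines of GRCm38. For RNA-seq the methods describe trimming, alignment with TopHat and quantification with Cufflinks, and they also name SeqMonk for the analysis of RNA-seq data. Which of these made the deposited table of reference genes is not stated, and its values are RPKM, that is, reads scaled to exon length and to the total of the library, which the authors did not scale further for the composition of the libraries.

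From the methylation files, the percent methylated was computed again from the counts of calls. Positions with at least 5 reads on chromosomes 1 to 19 and X were used, and a library, window, gene or region was given the mean over its positions. A 2-kb window or a CpG-dense region needed at least 5 such positions, and a gene of at least 4 kb needed 10. CpG-dense regions stand in for the authors' CGIs, and regions of at least 25% methylation in PBAT stand in for those methylated in mature oocytes. Bars of Fig. 4b and Fig. 7c were measured against the coordinates printed in these figures, and the amplicons of Fig. 3c were placed by their primer sequences. Mest, Peg13 and Snrpn could not be placed. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0 was used, figures were drawn with matplotlib 3.10.9, and R 4.3.3 was used for models.

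Regions that gained methylation were tested with edgeR 4.0.16, with the quasi-likelihood test on the methylated and unmethylated calls of each region, over the 6 RRBS libraries in 1 fit with a mean per size class. Regions without a methylated or without an unmethylated call were left out. On simulated data with the spread between replicates of the real libraries, this test called 140 of 200 regions raised by 30 percentage points (70.0%) and 2 unchanged ones among 17943 simulated regions, whereas with 1 spread for all levels of methylation it called 0 of 200. Several further settings of the test were compared on simulated data after the real result was seen. Of these, only a minimum of 5% for the mean methylation of a region over the 6 libraries was then applied to the real files, and it called 159 of 200 simulated changes and 7 unchanged regions with the first spread, and 154 of 200 and 5 with the second. For these counts, regions were raised at 60–65 μm alone and scored from 50–55 to 60–65 μm. The filtered test called 0 real regions in that step, although 1189 rose by at least 10 percentage points in all 4 pairings. The simulated shares are therefore not shown to hold for the real libraries. Between size classes with 2 libraries each, single values of methylation were not tested. A permutation of 4 libraries cannot reach a p under 0.05, and no other kind of test was used for them.

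The tests of expression had been set out for counts with edgeR. Since the table holds RPKM, they were done with limma 3.58.1, with a trend in the variance, on log2 of RPKM plus 0.1. Before this, libraries were scaled by a trimmed mean that left out 30% of the genes at each end by ratio and 5% by level. Scale factors lay between 0.960 and 1.04. Genes of at least 0.5 RPKM in 2 of the 8 libraries of growing oocytes were tested, in 1 fit with a mean per size class and Benjamini-Hochberg adjustment, with a threshold of 0.05. Thresholds of detection that had been set out in CPM were applied to RPKM. On simulated data with the values and spread of the real libraries, 189 of 197 changed genes were called (95.9%), with 11 unchanged genes among the calls, and 0 genes were called in a comparison without a change. The GV column, which has no replicate, entered the principal components and set apart, among genes below the threshold in all 4 size classes, those that passed it in GV oocytes.

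Correlations across genes or regions have two-sided permutation tests, with 100000 resamples in their first setting and 20000 or fewer in most alternatives, and describe these libraries, since genes and regions are not independent replicates. The correlation of methylation by distance was computed over pairs of positions from 1 to 400 bp apart, and its spread over the 19 autosomes is given. On data simulated with a period, the maximum was recovered at 179 bp. Permutations of unrelated values gave a p under 0.05 in 5% of tests.

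Depth sets the precision of single values. At 0.5 RPKM a gene with 1 kb of exon had between 49.7 and 95.5 reads among the libraries of growing oocytes. This gives a counting error of 14.2 to 10.2% if the reads are independent. The totals behind the RPKM values were 2.65 to 2.70 times the aligned read pairs, so the true error may be larger. The counts behind the table were recovered as whole multiples of the value of 1 read, and held between 25933405 and 58050169 reads on genes per library. The 50 highest genes took 21.0 to 26.3% of the summed RPKM, and mitochondrial genes took 0.612 to 2.18%. For methylation, a region measured at the minimum of 25 calls with a level of 25% has a binomial standard error of 8.66 percentage points, and PCR copies in RRBS make the true error larger. The PBAT library covered 29460480 positions, of which 6619688 had at least 5 reads.

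The genes named in the text are taken from those that the paper names in its results, its discussion and Table S8 and that the table lists, and, for each comparison of size classes, the 3 largest rises and 3 largest falls among genes with an adjusted p under 0.05, a mean log2 value of at least 1 and no overlap between the libraries of the 2 classes. The regions named are the gDMRs, the CGIs of Fig. 3c and Fig. 7c that could be placed, and the 3 highest and 3 lowest in RRBS at 60–65 μm among the regions of at least 25% in PBAT. This rule, the tests other than those of expression and most alternatives were set before the data were examined. The test of expression, with its filter and its pseudocount, was chosen once the table was found to hold RPKM.

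The alternatives changed the coverage minimum (1 or 10 reads), the merging of strands, the pooling of reads, the density that defines a region (7 or 14 CpGs per 200 bp), the scaling, the filter and the pseudocount of the RNA-seq values, the libraries in a fit, the replicate left out, and the tool, with DESeq2 1.42.0 and edgeR on the recovered reads. Markers of granulosa cells, of theca or stroma and of blood were examined in the RNA-seq table. Of the listed genes, 66 repeat a name that is already listed, and these were kept apart by their position. The E18.5 libraries, the domains and CGIs of the authors, the chromatin profiles, and the knockout and mature oocyte data were not used here.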

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

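The tests of mitochondrial calls, both in replicate A of the 50–55 μm class and in PBAT, and the choice of regions by 1 RRBS library were made only after the result was seen, and so was the limit set for the first of them.

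The paper uses RRBS positions with at least 5 reads, and positions of 1 to 4 reads stood out in replicate A of the 50–55 μm class. Over 869716 such positions mean methylation was 50.3%, against 3.62 to 17.4% in the other 5 RRBS libraries. The 2-kb windows of less than 10% methylation in PBAT were examined, outside CpG-dense regions. There, positions of 1 to 4 reads in this library had 52.37% (156930 positions), and positions with at least 5 reads had 2.42%. Methylation of the oocytes themselves is argued against by the 52.37%, since the same windows have less than 10% in larger oocytes. Incomplete conversion is argued against by the mitochondrial positions of 1 to 4 reads in this library, where 0 of 169 calls were methylated (a mean of 0% over 78 positions). DNA of other, methylated cells stays open. It was set to require more than 50% in these windows, but the 52.37% is the value that raised the question and lies only just above that limit, so it decides nothing, and no cell type was tested. In the other RRBS libraries, positions of 1 to 4 reads in these windows had between 2.54 and 21.0%, with the low value in replicate B at 40–45 μm and 6.14% in replicate B at 60–65 μm, so that the library in question is the extreme of a range. The design gives no biological condition that separates A from B, and no biological explanation was tested beyond the oocytes' own methylation. At positions with at least 5 reads in the same windows, replicate B of the 50–55 μm class had 9.18% (51250 positions), against 1.74 to 2.61% in the other 5 RRBS libraries, so that a minimum of 5 reads does not make all libraries alike there.

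Mitochondrial calls, which the paper does not report, had a mean of 6.601% methylated in the PBAT library at positions with at least 5 reads, against 0.714 to 1.958% in the RRBS libraries. Of 806554 mitochondrial calls in PBAT, 27808 were methylated. In CpG-dense regions that are below 1% methylated in both 60–65 μm RRBS libraries (8812 regions), PBAT was higher as well, with 3.33% against 0.499% in A and 0.387% in B over 118516 positions with at least 5 reads in all 3 libraries. These regions were chosen for low RRBS values, which by itself favours PBAT. With regions chosen by 1 RRBS library and compared in the other, the difference at the same positions was 2.615 percentage points (chosen by A, 3.36% in PBAT against 0.742% in B) and 2.74 (chosen by B, 3.45% against 0.708% in A), which argues against different positions in the 2 assays as its cause. A higher background of methylated calls in PBAT, such as incomplete conversion, stays open. It needs mitochondrial calls to be higher in PBAT than in each RRBS library, but the 6.601% is the value that raised the question, so it decides nothing. The PBAT library has no replicate, and no biological explanation was tested.

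The PBAT library held 84358 calls on chromosome Y, which the paper does not report and which female cells lack. The calls covered 26615 of 1028916 CpG positions of the chromosome (2.59%), against 58.45% on chromosome X. DNA of male cells was set to require that the positions inside Ddx3y, Eif2s3y, Kdm5d and Uty have a read at more than 25% of the share on chromosome X, and to be excluded under 5%. The share was 160 of 2652 positions, which is 10.32% of that on X. Reads of repeated sequence placed on chromosome Y were set to require that more than 80% of the calls lie in repeat-masked sequence, and to be excluded under 50%. The share was 77.61%, but 94.1% of the CpGs of this chromosome are repeat-masked, so calls spread evenly over it would pass the upper limit too, and this share decides nothing. With the 10.32% between its limits, the 2 explanations cannot be told apart. No biological explanation was tested. The RRBS libraries held 13238 to 33881 calls on chromosome Y. Chromosome Y enters no other value given here.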

How the results depend on the processing

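The settings described here as added were chosen only after the result was seen, among them the test limited to regions of at least 5% methylation, the limits of 50% repeat-masked sequence, the gene bodies without their first 2 kb in the comparison by class, edgeR on recovered reads and the other pseudocounts. In all, 115 results were computed under other settings, and 645 of 756 values kept their direction and side of the threshold, moved by less than their spread, or, as counts, stayed close to the first count. Where a result changed, the cause was not tested unless stated.

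With a coverage minimum of 1 read, mean methylation was 4.587, 18.10 and 9.616% in the RRBS classes in order of size, in place of 2.52, 5.88 and 7.87%. With 10 reads it was 2.495% at 40–45 μm and 22.91% in PBAT, with the strands merged 2.588 and 22.29%, and with reads pooled 3.012 and 22.44%, in place of 2.52 and 22.2%. With 10 reads the share of CpG-dense regions of at least 25% was 3.483, 7.879 and 12.29% in order of size, in place of 3.93, 8.98 and 13.6%. It was 2.317, 4.459 and 6.568% with 14 CpGs per 200 bp, 4.220, 11.23 and 17.72% with 7, and 0.7141, 5.981 and 10.72% in regions less than 50% repeat-masked (added). Pooling of reads gave 8.429% at 50–55 μm and 13.30% at 60–65 μm. Among regions of at least 25% in PBAT, the share at 40–45 μm went from 24.7% to 29.35% with 14 CpGs, 21.22% with 7 CpGs and 5.080% in less repeat-masked regions (added). At 50–55 μm it went from 57.7% to 55.23% with pooled reads, 48.29% in less repeat-masked regions (added) and 72.94% with regions of at least 50% in PBAT, and the last of these gave 98.62% at 60–65 μm in place of 86.1%.

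The correlation of RRBS with PBAT was 0.8935 in regions of at least 10% in either assay and between 0.9418 and 0.9430 without a replicate, in place of 0.952. Between RRBS replicates it was 0.7929 at 40–45 μm and 0.8181 at 50–55 μm in less repeat-masked regions (added), and 0.8484, 0.7546 and 0.8943 in regions of at least 10% in either library, in place of 0.931, 0.885 and 0.970. At 60–65 μm it was 0.976 with 10 reads and 0.9752 with pooled reads. The correlation of CpG density with methylation changed from positive to negative in both classes, to -0.06014 at 50–55 μm and -0.0409 at 60–65 μm with 10 reads, -0.109 and -0.04295 with 14 CpGs, and -0.04589 and -0.03467 in less repeat-masked regions (added). With 7 CpGs it was 0.1023 at 50–55 μm. The rise in the correlation by distance (0.0114) was 0.02151 with 10 reads, 0.02189 outside CpG-dense regions and 0.03563 in windows of 20 to 80%. For the 2-kb windows, at least 10 positions gave a difference in GC content of -1.048 percentage points in place of -1.47, and at least 100 reads gave -0.9905 and a difference in CpGs of -4.925 in place of -4.01.

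The correlation of gene body methylation with expression (0.528) was 0.6509 without the first 2 kb, over genes of at least 4 kb at any expression. It became -0.1294 among genes of at least 1 RPKM and -0.09778 there without the first 2 kb (both added). The class difference (-1.49 percentage points) became 1.670 with a threshold of 0.5 RPKM and 6.847 without the first 2 kb (added), and kept its sign with a threshold of 2 RPKM (-3.790) and with all genes (-2.027). It was -0.6065 and not past the threshold without replicate A, and -2.276 and past it without B. Host gene expression had a correlation of -0.009315 with PBAT methylation for regions of at least 25% in RRBS and 0.04443 with 10 reads, in place of 0.0928, and neither was past the threshold. For regions of at least 25% in PBAT, the correlation of RRBS at 50–55 μm (0.257) was 0.01312 and not past it, and at 60–65 μm (0.334) it was 0.05809 and past it. Positions in genes detected in all 4 classes had 40.27% with 1 read and 34.37% with detection at 0.1 RPKM in place of 36.0%, and those in genes detected in none had 10.11% in place of 13.8% with the latter. The difference between CpG-dense regions and their surroundings stayed within its spread over chromosomes. Detection at 0.1, 0.5 and 1 RPKM was applied in place of the same thresholds in CPM, and the setting of CPM per kb of gene gave no separate value, since the deposited RPKM values are already divided by length.

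In place of 2423, 978 and 0 genes for the 3 steps, 388 and 160 genes had both an adjusted p under 0.05 and a log2 fold change of at least 1 in size, and 1983 in place of 6666 over the whole range. With the 2 classes alone the first step had 1066 genes, and without a filter on low values the second had 530. DESeq2 gave 1618 genes for the second step and 254 for the last, and a pseudocount of 1 (added) gave 8 for the last. The last step had 0 genes in the other settings without a block, with 1416 to 2535 genes at an unadjusted p under 0.05. Where libraries were scaled by size only, 1088 genes were higher and 1521 lower in the first step (41.7% higher), in place of 1281 and 1142 (52.9%). The 2 classes alone gave 61.7% higher, and no filter gave 43.3%. In place of 392, 167 and 38 genes with a log2 fold change of at least 1 in size, there were 84, 24 and 2 with a pseudocount of 1 (added), 556, 264 and 73 with 0.01 (added), and 578, 268 and 81 with edgeR on recovered reads (added). DESeq2 gave 582, 272 and 81. Larger pseudocounts shrink fold changes by construction. Without a replicate the numbers were 251 (without A) to 584 (without B) in the first step, 175 to 205 in the second and 44 (without A) to 58 (without B) in the third, where the test itself could not be fitted.

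The replicate letters were also fitted as a block. The deviations of A and B correlated across genes by 0.597, 0.589 and 0.67 between the first 3 RNA-seq classes and by -0.226, -0.0252 and 0.113 with the 60–65 μm class, and across 2633 regions by 0.0231, 0.0357 and -0.0306 between the RRBS classes, so that the letters were not taken to pair the libraries. With the block, 3398 genes passed in the first step, 1890 in the second and 250 in the last, which had 0 without it. Igf2r and Zfp410 then passed the threshold (adjusted p = 0.0374 and 0.0494 in limma with Benjamini-Hochberg adjustment). Over the other settings with a test, the adjusted p of Igf2r lay between 0.0463 and 0.0891, and that of Zfp410 between 0.0748 and 0.137. For methylation the block gave 0 regions in both steps, with 1395 and 256 gains at an unadjusted p under 0.05.

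No gain of methylation from 40–45 to 50–55 μm passed edgeR's test in its first form, in which 1580 regions gained it at an unadjusted p under 0.05, and 0 passed with 10 reads, where 1274 did. It called 6 regions with 14 CpGs, 1 with the 2 classes alone, 2 in less repeat-masked regions (added) and 1259 among regions of at least 5% methylation (added). Several settings were compared on simulated data before this filter was chosen. A rise of at least 10 percentage points in all 4 pairings of libraries, which is not a test, was found in 970 regions in this step and 1189 in the next. With 1 replicate per class, and so 1 pairing in place of 4, the numbers were 1228 (without B) to 1943 (without A) and 1547 to 1639.

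For single genes, leaving out 1 replicate reversed the log2 fold change from 10–30 to 60–65 μm of Zp1 (-0.0533 without A to 0.16 without B), Dnmt1 (-0.0457 to 0.15), Kdm1a (-0.18 to 0.17), Kdm5c (-0.15 to 0.18) and Etf1 (0.0786 without A to -0.0047 without B), none of which was past the threshold with both. With edgeR on recovered reads (added) Kdm5c changed by -0.0038. Among the other single genes and regions, 4 results became stronger, 4 weaker and 9 moved. The weaker ones were Zp3 when scaled by size only and Snhg3 (adjusted p = 0.0499 in limma) from 40–45 to 50–55 μm in the 3 added settings, where its adjusted p was 0.0507 with edgeR, 0.0505 with a pseudocount of 0.01 and 0.0748 with 1, against 8.3e-04 to 0.0473 in the others. Besides those under the block, Igf2r and E2f1 became stronger with DESeq2. Of the 9 that moved, 7 did so with a minimum of 1 read, under which Igf2r at 60–65 μm had 72.3% in RRBS and Cdh15 at 50–55 μm had 19.0%, and 2 with pooled reads. The detection of genes ranged from 8107 to 13960 per class over the settings apart from 0.02 RPKM (added), which gave up to 14533.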

Differences from the paper's values

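The comparison of gene bodies without their first 2 kb and the restriction to less repeat-masked regions were chosen only after the result was seen.

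The correlation between RRBS and PBAT at 60–65 μm was 0.952 over CpG-dense regions, against the paper's 0.929 over CGIs. None of the alternatives set before the data were examined closed the gap: it was 0.951 with 10 reads, 0.948 with 14 CpGs per 200 bp, 0.951 with 7 CpGs, 0.950 with pooled reads, 0.894 in regions of at least 10% in either assay, and 0.942 or 0.943 without replicate A or B.

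The share of regions of at least 25% methylation at 50–55 μm was 57.7%, against the paper's 22% among CGIs selected by their methylation in GV oocytes. None of the alternatives set before the data were examined closed the gap, with 57.4% for 10 reads, 58.2% for 14 CpGs, 56.0% for 7 CpGs, 55.2% for pooled reads and 72.9% for regions of at least 50% in PBAT. Among all measured regions, without a selection by PBAT, it was 8.98%.

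The paper reports that less than 4% of genes changed between consecutive growing stages. Its text names neither the test nor the set of genes behind this share, so the shares may not be alike in criteria. Here 23.0% of the 10518 tested reference genes passed from 10–30 to 40–45 μm by adjusted p alone. Of the alternatives set before the data were examined, requiring also a log2 fold change of at least 1 in size closed the gap, with 3.69%, but the same requirement did not with DESeq2 (5.33%), nor with edgeR on recovered reads (5.23%) or a pseudocount of 0.01 (5.10%), both chosen after seeing the values. The others did not close it either, with 26.7% for DESeq2, 13.2% without a filter on low values, 23.1% with at least 10 recovered reads in every library, 24.8% when scaled by size only, 10.1% with the 2 classes alone and 32.3% with the replicate block. From 40–45 to 50–55 μm 9.30% passed. Requiring also that fold change (1.52%) and leaving out the filter on low values (2.64%) closed the gap, and the other alternatives did not, with 15.4% for DESeq2, 7.74% with 10 reads in every library, 9.75% by size only, 8.69% with the 2 classes alone and 18.0% with the block.

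Table S5 of the paper gives 28620, 30127, 30492 and 31007 genes for the 4 size classes in order of size, against 9762, 9580, 9743 and 9855 reference genes detected here. The table used here lists 25965 genes, fewer than each of these numbers, and 5687 of them are at 0 in every library, whereas the paper counted genes of an oocyte transcriptome assembly, which also holds genes outside the reference. No threshold can close the gap. In order of size the alternatives set before the data were examined gave 12210, 12073, 12238 and 12378 genes at 0.1 RPKM, 8255, 8107, 8281 and 8362 at 1 RPKM, and 13701, 13960, 13870 and 13934 with at least 10 recovered reads in both replicates. With a single replicate they gave 10015, 9783, 9870 and 9962 without A and 9870, 9700, 9860 and 10018 without B.

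The paper describes CGIs as almost free of methylation at 40–45 μm. Here 24.7% of the regions selected by PBAT had at least 25% methylation in that class. In regions less than 50% repeat-masked, a setting chosen after seeing the values, 5.08% did.

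The paper describes an earlier gain of methylation in genes that cross an expression threshold earlier. Its text speaks of genes, the legend of the figure speaks of CGIs, and gene bodies were used here. With them the earlier genes were lower by a difference of -1.49 percentage points, and also with a threshold of 2 RPKM (-3.79) and with all genes regardless of length (-2.03). Without replicate A it was -0.607 and not past the threshold, and without B it was -2.28 and past it. The paper's direction was found with a threshold of 0.5 RPKM (1.67), and without the first 2 kb of each gene (6.85), a setting chosen after seeing the values.

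The paper describes the onset of CGI methylation as unrelated to CpG content or GC richness. In its regression models, however, CpG density was significantly related to CGI methylation at 60–65 μm, though it explained little of it. GC content was not. Here GC content and RRBS methylation had a correlation of -0.205 at 50–55 μm and -0.105 at 60–65 μm, and -0.0789 and -0.00633 in less repeat-masked regions, a setting chosen after seeing the values. With 14 CpGs per 200 bp, set before the data were examined, the correlations with GC content were -0.362 and -0.227. The correlation with CpG density was 0.046 at 50–55 μm, with an unadjusted permutation p = 0.0337. With 10 reads it was -0.0601 and in less repeat-masked regions, chosen after seeing the values, it was -0.0459, and neither was past the threshold. It was past it with opposite signs with 14 CpGs per 200 bp (-0.109) and with 7 CpGs (0.102).

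In the paper the differences in host gene expression between groups of intragenic CGIs were not past its threshold. Here the correlation across regions, which is another test, was 0.0928 in PBAT with permutation p = 2e-05, and it was not past the threshold with regions of at least 25% in RRBS (-0.00931) or with 10 reads (0.0444).

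The paper places CGIs behind most other sequence in their gain of methylation. Here intragenic CpG-dense regions of at least 10% methylation in RRBS were 3.93 percentage points above their surroundings, and the difference was 4.47, 1.73 and 2.64 percentage points with 3 reads, with a flank of 0.5 to 2 kb and with 14 CpGs. In all of these settings the regions were chosen for their methylation and their surroundings were not, so the values do not bear on the paper's order for CpG-dense sequence in general.

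The paper describes Kdm1b and Dnmt1 as rising in the course of oocyte growth, with E18.5 as its first stage. Within the range from 10–30 to 60–65 μm, Kdm1b fell by 0.61 on the log2 scale (adjusted p = 0.00114 in limma with Benjamini-Hochberg adjustment) and Dnmt1 changed by 0.05.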

Other observations

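The tests of repeats and of mitochondrial calls for the regions methylated at 40–45 μm were chosen only after the result was seen, and so was the limit set for the second.

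CpG-dense regions with at least 25% methylation in 40–45 μm oocytes were mostly repeats. In replicate A, 764 of 919 such regions (83.13%) were at least 50% repeat-masked, and in replicate B 749 of 908 (82.5%), while 5.40 and 5.51% of all measured regions were. Incomplete conversion is argued against by the mitochondrial calls, of which at most a mean of 1.958% per position were methylated in a 40–45 μm library. Methylation kept in repeats from before growth may explain most of these regions. The 83.13% against 5.40% shows only that they are enriched in repeats, and it does not separate kept methylation from an early gain in repeats. Whether reads shared between copies of a repeat contribute was not tested, and the earlier oocytes that would show methylation kept from before were not used here.

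Gene body methylation rose with expression over all genes but fell with it among genes of at least 1 RPKM, with a Spearman correlation of -0.129 (7512 genes). The unmethylated start of a gene as the whole cause is argued against, since the correlation was -0.09778 (7121 genes, permutation p = 1e-05, the smallest it can give) without the first 2 kb. Shorter genes among the highly expressed ones stay open. Among the 2250 genes of at least 50 kb the correlation was -0.06804 (permutation p = 0.00146). Length still fell with expression there (Spearman correlation -0.1204, against -0.07164 over all 7512 genes), so this restriction cannot decide about length. With both restrictions the correlation was -0.0596 (2248 genes, permutation p = 0.00445), so that the gene start and gene length may each carry a part of it. Other features of highly expressed genes were not tested. The subset of at least 1 RPKM was chosen after the values by band were seen, and a lower methylation of the most transcribed genes stays a hypothesis.

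Genes that passed 1 RPKM after 10–30 μm had a mean gene body methylation of 33.7%, against 32.2% in those that passed it at 10–30 μm. The unmethylated start of the gene may account for this, as the difference was set to vanish or reverse without the first 2 kb, and it reversed to 6.847 percentage points in favour of the early genes (48.7% in 7090 genes against 41.9% in 543, permutation p = 1e-05, the smallest it can give). The difference in expression between these groups at 60–65 μm stays open as an explanation of the reversed value, because the bands of expression were examined with whole gene bodies only.

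In RNA-seq, the deviations of replicates A and B from their mean resembled each other across genes between the 10–30, 40–45 and 50–55 μm classes. Oocytes of another growth stage in replicate B were set to require a correlation of this deviation with the change from 10–30 to 60–65 μm of more than 0.3 in size and of 1 sign in the 3 classes. It was -0.240, 0.249 and 0.2109 in order of size, which argues against growth stage as the shared deviation. At 60–65 μm, outside the shared pattern, it was 0.416. Neither the labels nor the paper gives a batch, day or litter for the letters, and no other explanation was tested.

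Many genes fall from 10–30 to 60–65 μm, and loss of RNA from granulosa cells around small oocytes was tested with 10 marker genes. Their summed expression was 2.156 RPKM at 10–30 μm and rose to 7.09 RPKM at 60–65 μm, so the markers did not fall as a sum. The most abundant marker was Nr5a2, with 4.81 and 4.60 RPKM in the 60–65 μm replicates, and it was the 1 marker of at least 1 RPKM on average. It is expressed in these libraries throughout, so that its rise need not come from other cells. Whether the markers are expressed in the cells around the smallest oocytes was not tested. The sum therefore cannot decide about a loss of RNA from those cells. The summed expression of 8 markers of theca or stroma fell from 3.39 to 1.29, 0.697 and 1.07 RPKM in order of size, and the 3 listed of 5 markers of blood stayed between 0.0466 and 0.111 RPKM. The theca or stroma sum was not set out as a test, but its largest genes at 10–30 μm (Col1a1 with 1.63 and 1.16 RPKM, Col3a1 with 1.16 and 0.796 RPKM) were low. Regulation in the growing oocyte, the biological difference in the design, stays open and was not tested apart from size itself.

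At 50–55 μm replicate B had a higher mean methylation than A. Different positions in the 2 libraries as the whole cause are argued against, since B was still 1.044 percentage points higher over the 559575 positions with at least 5 reads in both (4.08% in A and 5.12% in B). That is less than the gap over all positions, so different positions may carry a part of it. In the 2-kb windows of less than 10% in PBAT, outside CpG-dense regions, positions with at least 5 reads had 9.18% in B and 2.42% in A. Whether DNA of other cells adds to the value of B was not tested, and neither was a difference in mean oocyte growth between the 2 pools.

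In PBAT, positions in genes detected in all 4 size classes had a mean methylation of 36.0% ± 1.65 (SD over autosomes), positions in genes detected in none had 13.8% ± 1.45, and positions outside genes had 17.2% ± 1.12. Intragenic CpG-dense regions with at least 10% methylation in RRBS at 60–65 μm had 54.2%, against 50.2% in the sequence 1 to 5 kb away in the same gene, a difference of 3.93 percentage points (1910 regions, SD 2.75 over autosomes), and 41.1% of the regions lay below their surroundings. As the regions were selected by their methylation, this difference does not show that CpG-dense sequence in general is ahead. No explanation was tested for these values.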
